# Loss of cardiomyocyte CYB5R3 impairs redox equilibrium and causes sudden cardiac death

**DOI:** 10.1172/JCI147120

**Published:** 2022-09-15

**Authors:** Nolan T. Carew, Heidi M. Schmidt, Shuai Yuan, Joseph C. Galley, Robert Hall, Helene M. Altmann, Scott A. Hahn, Megan P. Miller, Katherine C. Wood, Bethann Gabris, Margaret C. Stapleton, Sean Hartwick, Marco Fazzari, Yijen L. Wu, Mohamed Trebak, Brett A. Kaufman, Charles F. McTiernan, Francisco J. Schopfer, Placido Navas, Patrick H. Thibodeau, Dennis M. McNamara, Guy Salama, Adam C. Straub

**Keywords:** Cardiology, Heart failure, Nitric oxide, Radicals

## Abstract

Sudden cardiac death (SCD) in patients with heart failure (HF) is allied with an imbalance in reduction and oxidation (redox) signaling in cardiomyocytes; however, the basic pathways and mechanisms governing redox homeostasis in cardiomyocytes are not fully understood. Here, we show that cytochrome b5 reductase 3 (CYB5R3), an enzyme known to regulate redox signaling in erythrocytes and vascular cells, is essential for cardiomyocyte function. Using a conditional cardiomyocyte-specific CYB5R3-knockout mouse, we discovered that deletion of CYB5R3 in male, but not female, adult cardiomyocytes causes cardiac hypertrophy, bradycardia, and SCD. The increase in SCD in CYB5R3-KO mice is associated with calcium mishandling, ventricular fibrillation, and cardiomyocyte hypertrophy. Molecular studies reveal that CYB5R3-KO hearts display decreased adenosine triphosphate (ATP), increased oxidative stress, suppressed coenzyme Q levels, and hemoprotein dysregulation. Finally, from a translational perspective, we reveal that the high-frequency missense genetic variant rs1800457, which translates into a CYB5R3 T117S partial loss-of-function protein, associates with decreased event-free survival (~20%) in Black persons with HF with reduced ejection fraction (HFrEF). Together, these studies reveal a crucial role for CYB5R3 in cardiomyocyte redox biology and identify a genetic biomarker for persons of African ancestry that may potentially increase the risk of death from HFrEF.

## Introduction

The healthy heart requires a highly synchronized series of reduction and oxidation (redox) reactions to support the electrical and mechanical demands of beating cardiomyocytes (1). In the aging population, the incidence of heart failure (HF) and sudden cardiac death (SCD) escalates and can be traced, in part, to disturbed redox equilibrium and its sequelae: impaired mitochondrial function and metabolism (2–4), oxidative stress (5), Ca^2+^ mishandling (6), and ventricular fibrillation (VF) (2, 7). Although substantial evidence points toward redox imbalance as an initiator of HF and SCD, the basic mechanisms that maintain redox equilibrium in healthy cardiomyocytes are not fully understood.

Cytochrome b5 reductase 3 (CYB5R3), also known as methemoglobin reductase, is a flavoprotein known for catalyzing 1-electron transfer reactions using reduced NADH as an electron donor. CYB5R3 controls diverse biological functions that are modulated partly by its subcellular compartmentalization on the outer mitochondrial membrane facing the cytosol, the endoplasmic reticulum, and the plasma membrane (8–10). Functionally, membrane-associated CYB5R3 exerts antioxidant properties by modulating plasma membrane coenzyme Q (CoQ) reduction (11–13), heme iron reduction (14–16), elongation and desaturation of fatty acids (17), cholesterol biosynthesis (18), and drug metabolism (19, 20), while the soluble form of CYB5R3 reduces RBC methemoglobin (21, 22). Humans with insufficient CYB5R3 activity suffer from recessive hereditary methemoglobinemia, an incurable disease with a clinical presentation of severe neurological complications and early childhood death (23, 24). While the importance of human CYB5R3 function to development is evident, the significance of CYB5R3 in the cardiovascular system and its potential in human cardiovascular disease has not been fully elucidated.

In the vascular wall, CYB5R3 regulates the redox state of α globin in small artery and arteriolar endothelial cells, controlling nitric oxide (NO) diffusion to vascular smooth muscle cells (VSMCs) (14, 15, 25, 26). More recently, we demonstrated that CYB5R3 governs the soluble guanylyl cyclase (sGC) heme redox state to control intracellular cyclic GMP (cGMP) levels in VSMCs (27, 28). While new functional pathways for CYB5R3 are under investigation, no reports have defined the significance of CYB5R3 in cardiomyocytes or the translational impact of modulating CYB5R3 activity in humans with heart disease. Based on the available evidence, we hypothesized that CYB5R3 expression and activity contribute to redox homeostasis in healthy cardiomyocytes and that decreased CYB5R3 function may lead to worse outcomes in patients with HF.

## Results

### Cardiac hypertrophy increases CYB5R3 expression.

To determine whether cardiac hypertrophy and HF cause changes in CYB5R3 expression, we subjected C57BL6/J male mice to transverse aortic constriction (TAC). TAC caused a significant increase in left ventricular (LV) mass, LV anterior wall thickness, and heart weight–to–body weight ratio at 7, 14, and 27 days after TAC, despite no changes in peak aortic valve velocity changes (Supplemental Figure 1, A–C and F; supplemental material available online with this article; https://doi.org/10.1172/JCI147120DS1). Measurements of systolic function, including ejection fraction (EF) and fractional shortening, showed a significant decline at 14 and 27 days after TAC compared with those of control mice (Supplemental Figure 1, D and E). Next, we measured CYB5R3 protein expression at each time point. We found that CYB5R3 expression significantly increased at 7 days following the initiation phase of hypertrophy (Supplemental Figure 1G).

### Restricted deletion of CYB5R3 in cardiomyocytes causes cardiac hypertrophy and SCD in male, but not female, mice.

To define the functional relevance of CYB5R3 in cardiomyocytes, we generated a tamoxifen-inducible, cardiomyocyte-specific CYB5R3-KO mouse. *Cyb5r3*-floxed mice, as previously described (27), were crossed with tamoxifen-inducible *Myh6-*Cre mice to generate a conditional adult cardiomyocyte CYB5R3 KO (ac-CYB5R3-KO) mouse and an adult cardiomyocyte WT (ac-WT) mouse (Figure 1A). Male ac-CYB5R3-KO and ac-WT mice aged 10 to 13 weeks received tamoxifen injections (33 mg/kg/d) for 5 consecutive days (Figure 1A). We assessed CYB5R3 mRNA and protein from whole heart tissue and found ac-CYB5R3–KO animals had 50% less *Cyb5r3* mRNA expression (Figure 1B) and 70% less CYB5R3 protein (Figure 1C) relative to ac-WT mice at 5 days after tamoxifen treatment. A survival study found 52% of ac-CYB5R3–KO mice died within 15 days after tamoxifen treatment compared with no deaths observed in ac-WT control mice (Figure 1D). Moreover, ac-CYB5R3–KO mice showed biventricular dilation (Figure 1E) and significantly increased heart weight–to–body weight ratios (Figure 1F), lung weight–to–body weight ratios (Figure 1G), LV area (Figure 1H), and myocyte diameter (Figure 1I) relative to their ac-WT counterparts. We found no difference in body weight changes at 3 or 5 days after tamoxifen injection (Supplemental Figure 2, A and B). Additionally, trichrome staining of ac-CYB5R3–KO cardiac tissue at 5 days after tamoxifen injection did not show differences in cardiac fibrosis relative to controls (Supplemental Figure 2, C and D). Complete blood count analysis showed significantly elevated WBC, lymphocyte, and monocyte counts in ac-CYB5R3–KO compared with ac-WT mice (Supplemental Figure 2, E, G, and H). No significant changes to other hematological parameters were detected between groups (Supplemental Figure 2, F and I–N). Notably, loss of CYB5R3 in cardiomyocytes of female mice (Supplemental Figure 3A) did not significantly affect survival (Supplemental Figure 3B), heart weight–to–body weight ratio (Supplemental Figure 3C), or wet lung weight–to–body weight ratio (Supplemental Figure 3D) when compared with that in ac-WTs. All subsequent mouse studies were conducted in male mice.

### Loss of CYB5R3 depresses hemodynamic function and triggers VF.

To assess cardiac function, we first performed invasive hemodynamic analyses under anesthesia on animals 5 days after tamoxifen injection (Figure 2A). Compared with ac-WT mice, ac-CYB5R3–KO mice showed decreased heart rate, LV maximum pressure, end-systolic pressure, *dP/dt*, and a downward trend for EF (Figure 2, B–F). Next, we conducted radio telemetry studies in conscious animals to measure electrical activity of the heart (ECG) and heart rate. At 24 hours after tamoxifen injections, all ac-CYB5R3–KO mice developed nonsustained VF (Figure 2, G and H). At 5 days after tamoxifen injection, we observed severe bradycardia, leading to cardiac arrest in ac-CYB5R3–KO mice in contrast with ac-WTs (Figure 2G). Next, we measured cardiac cytosolic calcium transients in isolated beating hearts from ac-WT and ac-CYB5R3–KO animals at 5 days after tamoxifen injection using the Langendorff system apparatus preparation (Figure 2I). Hearts were loaded with the calcium indicator dye Rhod-2AM to optically map cardiac calcium transients. Still-frame shots capturing Rhod2 fluorescence bursts (calcium transients) during sinus rhythm were obtained using high-speed imaging (Figure 2J). Distinct atrial-to-ventricular (AV) Ca^2+^ transients (CaTs) were observed in ac-WT animals, shown by large CaTs in right atria (RA), followed by right ventricular (RV) CaTs after AV delay (Figure 2J). Conversely, baseline optical mapping showed that ac-CYB5R3–KO mice developed AV block with out-of-phase AV depolarization and dysregulated ventricular CaTs (Figure 2, J and K). Quantification showed that 42.8% of the ac-CYB5R3–KO hearts exhibited VF, 28.6% with nonsustained VF and 14.2% with sustained VF, while the ac-WT hearts did not show VF (Figure 2L).

### Loss of cardiomyocyte CYB5R3 causes cardiac structural remodeling and bioenergetic depletion.

Myofiber architecture was evaluated using diffusion tractography derived from diffusion tensor imaging (DTI) (29). Figure 3A shows diffusion tractography of myocardial fibers in ac-WT and ac-CYB5R3–KO hearts at 5 days after tamoxifen injection with volume rendering, long-axis cutaway views, and short-axis cutaway views. The 3D rendition of diffusion tractography of the ac-WT control heart showed ordered myocardial fiber organization throughout the heart layers. In contrast, the ac-CYB5R3–KO heart (Figure 3A) displayed disarrayed myocardial fibers. The degree of myofiber disarray progressed over time, as shown by normalized quantitative anisotropy (NQA) on days 1, 3, and 5 (Figure 3B) after tamoxifen injection. On day 5, the ac-CYB5R3–KO hearts (Figure 3A) showed significantly reduced NQA compared with their ac-WT counterparts (Figure 3A). To corroborate these observations, we conducted ultrastructure studies using transmission electron microscopy (TEM). Consistent with DTI, we observed myocardial disorganization in ac-CYB5R3–KO hearts relative to ac-WT (Figure 3C). These structural changes were independent of apoptosis measured by TUNEL staining (Supplemental Figure 4, A and B). Mitochondria number, as determined by both mitochondrial crude count (Figure 3D) from TEM images and mitochondrial DNA to genomic DNA ratio (mtDNA/gDNA) (Figure 3E), were similar between ac-CYB5R3–KO and ac-WT hearts. On the other hand, mitochondrial area (Figure 3F) was 30% lower in ac-CYB5R3–KO hearts and was accompanied by significantly lower total adenosine triphosphate (ATP) (Figure 3G) relative to ac-WT hearts. Additionally, we found no difference in autophagy or mitophagy measured via LC3II/LC3I ratio or changes in multimembrane structures at the ultrastructure level between groups (Supplemental Figure 5, A–C). Protein measurements of the outer mitochondrial membrane transporter TOM20 and mitochondrial respiratory complex subunits were similar between groups (Figure 3H).

### Bioenergetic, metabolic, and muscle contractility pathways are altered in ac-CYB5R3–KO mice.

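RNA from the whole hearts of 6 ac-WT and 6 ac-CYB5R3–KO mice was sequenced. Both groups carried the Myh6-Cre transgene, a Cre recombinase that is driven by a cardiomyocyte promoter and becomes active when tamoxifen binds the estrogen receptor part fused to it. The groups differed in their Cyb5r3 alleles, which were wild-type in ac-WT mice and floxed in ac-CYB5R3–KO mice. Tamoxifen was given at 33 mg/kg/d for 5 days from an age of 10 to 13 weeks, and hearts were taken 5 days after treatment. Libraries were made from total RNA with a stranded kit and read as 75 bp unpaired reads. The authors trimmed adapters, mapped the reads with STAR to the mouse genome (mm9) and deposited a whole number of reads for each Ensembl gene and heart, without normalization. The paper's text does not name the counting program, its strand setting or the annotation behind these counts, so reads of overlapping, antisense or near-identical genes could have been divided between genes. Between 43393183 and 53754284 reads were counted on genes in ac-WT hearts (median 48627917.5) and between 43933454 and 51653683 in ac-CYB5R3–KO hearts (median 48206995), a difference within the spread between mice (two-sided exact permutation test, p = 0.820, n = 6 mice per group). Mitochondrial genes took 29.5% ± 4.72 (SD, n = 6) of the counts in ac-WT hearts and 26.4% ± 1.83 (SD, n = 6) in ac-CYB5R3–KO hearts (exact permutation test, p = 0.193). The TMM normalization of edgeR, which corrects for libraries in which a few genes take many counts, gave factors from 1.04 to 1.22 in ac-CYB5R3–KO hearts and from 0.570 to 1.13 in ac-WT hearts, where mice 2 and 3 had the lowest factors (0.570 and 0.723). Genes with too few counts were removed by edgeR's filterByExpr rule with its minimum of 10 counts, and expression is given as TMM-normalized CPM, the count of a gene relative to the normalized library size. Xist had at most 6 counts in any library and Ddx3y between 494 and 1248, so all 12 libraries carried the Y-linked transcript.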

To better understand the signaling pathways preceding the pathological changes in ac-CYB5R3–KO mouse hearts, we performed RNA-Seq experiments on whole hearts isolated from ac-WT and ac-CYB5R3–KO mice 5 days after tamoxifen injection. Pathway analysis using the Gene Ontology (GO) database for biological processes identified differentially expressed genes (*P* < 0.01) between ac-CYB5R3–KO and ac-WT mouse hearts as being significantly enriched (adjusted *P* < 0.05) in pathways regulating oxidative phosphorylation, ion transport, muscle contraction, and metabolism involving nucleotides, carbohydrates, and lipids (Figure 4A). 

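The two-sided quasi-likelihood test of edgeR compared 17847 genes between ac-CYB5R3–KO and ac-WT hearts. Unadjusted p was under 0.01 for 820 genes, of which 583 (71.1%) were lower and 237 were higher in ac-CYB5R3–KO hearts, where 178 genes would pass by chance. After Benjamini-Hochberg adjustment, 18 genes passed 0.05, with 11 lower and 7 higher. In each of these 18 genes the 6 ac-CYB5R3–KO mice lay apart from the 6 ac-WT mice. DESeq2 called 437 genes at an adjusted p under 0.05 and 1238 genes at p under 0.01, while 1 surrogate variable in edgeR left 5 and 379. With total counts in place of TMM factors, 426 genes had p under 0.01 and 33.1% of them were lower, while the median log2 fold change of all genes moved from -0.01 to 0.26. Mice with the same number in both groups are different animals, and their deviations from the group means had a mean correlation of 0.133 (from -0.160 to 0.360 over 6 pairs), against -0.0255 over the other 30 pairs. With the replicate number as a block, 672 genes had p under 0.01 and 2 genes had an adjusted p under 0.05.
Pathways were tested with 6 Reactome gene sets as stand-ins for the GO processes, whose annotation was not used here. Of the 4948 tested genes that Reactome lists, 265 (5.36%) had p under 0.01. Respiratory electron transport and ATP synthesis held 46 such genes among its 98 tested genes (odds ratio 18.7, adjusted p = 8.0e-33 from a one-sided Fisher exact test with Benjamini-Hochberg adjustment over the 6 sets). Muscle contraction held 8 among 57 (odds ratio 2.94, adjusted p = 0.0307 from the same test). Ion channel transport held 7 among 103, metabolism of nucleotides 2 among 73, metabolism of carbohydrates 9 among 213 and metabolism of lipids and lipoproteins 20 among 384. The adjusted Fisher exact p of these other sets ranged from 0.627 to 0.909. Under the replicate block, respiratory electron transport held 22 such genes (odds ratio 6.12) and muscle contraction 8 (odds ratio 3.26, adjusted Fisher exact p = 0.0176). Over 24 other settings the respiratory set passed 0.05 in 22 and the muscle contraction set in 11, and no other set passed in any. Genes of a set vary together across mice, which the Fisher test does not take into account. With camera, another test of gene sets, the adjusted p was 4.1e-33 for the respiratory set and 0.477 for muscle contraction. The call of muscle contraction thus depends on the test.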

Within these pathways, we found a greater portion of genes to be downregulated rather than upregulated in the ac-CYB5R3–KO hearts compared with the ac-WT hearts (Figure 4A). 

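The Reactome sets held 92 genes with p under 0.01, of which 79 (85.9%, exact binomial 95% confidence interval 77.0 to 92.3%) were lower and 13 were higher in ac-CYB5R3–KO hearts. Among the other 728 genes with p under 0.01, 504 (69.2%) were lower, a smaller share than in the sets (odds ratio 2.70, two-sided Fisher exact test, p = 0.00059). Every one of the respiratory genes was lower. Lower genes made up 6 of 8 in muscle contraction, 17 of 20 in lipid metabolism, 7 of 9 in carbohydrate metabolism, 2 of 7 in ion channel transport and 1 of 2 in nucleotide metabolism. Without the respiratory set, 33 of 46 genes (71.7%) were lower, a share close to that outside the sets. With the replicate number as a block, 59 of 72 genes (81.9%) were lower. Under total-count scaling the share was 30 of 43 genes (69.8%).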

Additionally, differentially expressed genes are significantly associated with HF (DisGeNET C0018801, adjusted *P* = 7.820 × 10^–7^). Notably, many genes are shared by the abovementioned pathways, suggesting that aberrant signaling in mitochondrial respiration, cellular metabolism, and muscular contractility is responsible for the pathological changes in CYB5R3-deficient hearts (Figure 4B). Furthermore, we found over one-third of most differentially expressed genes (adjusted *P* < 0.02) were also associated with these pathways (Figure 4C). 

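All 20 genes named in Fig. 4B passed the count filter, and each had an unadjusted p under 0.01 in ac-CYB5R3–KO hearts against ac-WT hearts. Of these genes 14 were lower and 6 were higher. Their log2 fold changes ran from -3.17 for Esr1 to 1.12 for Tgfb2. Over all genes tested, 1 of the 20 had an adjusted p under 0.05. It was Kcne1, a potassium channel subunit gene, with 7.68 ± 2.52 CPM (SD, n = 6) in ac-WT hearts and 3.01 ± 0.809 CPM (SD, n = 6) in ac-CYB5R3–KO hearts, a log2 fold change of -1.35 (SE 0.23, adjusted p = 0.0476 from edgeR). Adjusted over the list alone, all 20 passed, which shows no stability because the list was drawn from these data. With the replicate number as a block 0 of the 20 passed over all genes, although 18 still had p under 0.01. Reads assigned to Esr1, the estrogen receptor gene, ranged from 71.6 to 3377 CPM between ac-WT mice and had an adjusted p of 0.173 (edgeR). The strain name of the Cre transgene includes Esr1, and Esr1 counts followed those of Myh6 across the 12 mice (Pearson r = 0.853), falling to r = 0.540 without the 2 mice farthest from the median. In the Reactome sets, each of the 92 genes with p under 0.01 belonged to 1 set only. How many genes these sets have in common was not counted, so this does not test sharing among the paper's GO pathways. From genes that several of its GO pathways share, the paper proposes that faulty signaling in respiration, metabolism and contractility underlies the damage seen in these hearts.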

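Of the 50 gene labels in Fig. 4C, 47 genes were tested, and Kcns1, Kcnip1 and Acsm5 fell below the count filter. The 47 genes divided into 30 lower and 17 higher in ac-CYB5R3–KO hearts, and all 47 had an unadjusted p under 0.01. At an adjusted p under 0.05 in edgeR, 4 of them passed, namely Cyb5r3, Kcne1, Acaa2 and Fbp2. At an adjusted p under 0.02, 0 of these genes passed, against 2 of all genes tested. Acaa2, which encodes a thiolase of mitochondrial fatty acid oxidation, had 253 ± 103 CPM (SD, n = 6) in ac-WT hearts and 92.6 ± 17.5 CPM (SD, n = 6) in ac-CYB5R3–KO hearts, a log2 fold change of -1.45 (SE 0.24, edgeR adjusted p = 0.0476). Fbp2, a fructose bisphosphatase gene, fell by 3.08 on the log2 scale (SE 0.48, edgeR adjusted p = 0.0450). DESeq2 placed 44 of the 47 under 0.02, and the replicate block placed 0 of them under 0.05 with 45 at p under 0.01. Among the higher genes, Col11a1 (log2 fold change 2.68), Col2a1 (2.34) and Comp (2.17) belong to a list of cartilage and airway genes. Col2a1 was near the floor, with a mean of 0.602 CPM in ac-CYB5R3–KO hearts against 27.2 CPM for Col11a1 and 73.5 CPM for Comp. The mean of the remaining 3 tested genes of this list was also higher in ac-CYB5R3–KO hearts (two-sided exact permutation test, p = 0.00649). Col9a3 alone among these 3 was lower (-0.11).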

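Alas2 (ENSMUSG00000025270, chromosome X from 146981918 to 147005181 in NCBIM37, the mm9 assembly) encodes the erythroid form of the enzyme that starts heme synthesis. It had 8.09 ± 7.72 CPM (SD, n = 6) in ac-WT hearts and 24.7 ± 20.6 CPM (SD, n = 6) in ac-CYB5R3–KO hearts, a log2 fold change of 1.62 (SE 0.67, adjusted p = 0.286 from edgeR). The groups overlapped (two-sided exact permutation test, p = 0.0606). By the size of the log2 fold change, Alas2 ranked 113 among the tested genes. With each mouse left out in turn, the log2 fold change stayed between 1.17 and 2.25, and with the replicate number as a block it was 1.74. Alas2 followed the mean of red blood cell genes across the 12 mice (Pearson r = 0.988), and with that mean as a covariate its log2 fold change was 0.061.

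**Figure D1:**
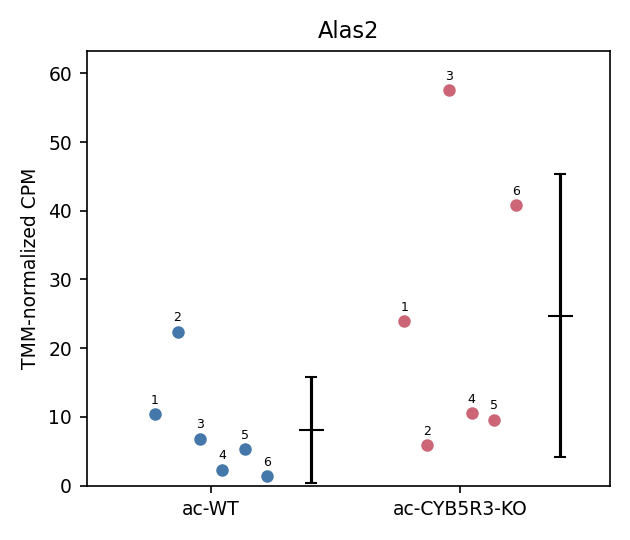
TMM-normalized CPM of Alas2 in each heart, numbered by mouse, with the mean and SD of each group beside the points. Alas2 runs from 1.37 to 22.4 CPM in ac-WT hearts and from 5.88 to 57.6 CPM in ac-CYB5R3–KO hearts, so the groups overlap.

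Among genes with an adjusted p under 0.05 in edgeR, those with the largest rise were Igfbp2, Igj, Igkc, Gt(ROSA)26Sor and the unnamed gene ENSMUSG00000118012. Igfbp2, an insulin-like growth factor binding protein gene on chromosome 1 (72871077 to 72899048), rose from 0.119 ± 0.0899 CPM (SD, n = 6) to 1.44 ± 0.731 CPM (SD, n = 6), a log2 fold change of 3.53 (SE 0.49, edgeR adjusted p = 0.0331), with ac-WT mouse 4 at 0.290 CPM apart from the other ac-WT mice. The immunoglobulin genes Igj and Igkc had log2 fold changes of 2.73 and 2.49, while a list of lymphocyte genes did not separate the groups (exact permutation test, p = 0.0671). Gt(ROSA)26Sor, a noncoding gene on chromosome 6 (113017422 to 113027327), had the smallest p of all genes. It rose from 3.26 ± 0.557 CPM (SD, n = 6) to 15.8 ± 2.41 CPM (SD, n = 6), a log2 fold change of 2.28 (SE 0.14, edgeR adjusted p = 6.0e-06), while Thumpd3, which overlaps it, had a log2 fold change of 0.19. ENSMUSG00000118012 had a log2 fold change of 1.14.
The largest falls were in Hmcn2 (log2 fold change -3.44), Fbp2, Efnb3 (-2.37), Clec3b (-2.36) and Acaa2. Clec3b, on chromosome 9 (123060064 to 123066548), went from 43.6 ± 13.3 CPM (SD, n = 6) to 8.48 ± 3.46 CPM (SD, n = 6; SE of the log2 fold change 0.29, edgeR adjusted p = 0.0100). In Efnb3, ac-CYB5R3–KO mouse 2 stood apart at 5.02 CPM against 1.46 to 2.73 CPM in the other ac-CYB5R3–KO mice. Hmcn2 ranged from 3.28 to 38.6 CPM between ac-WT mice, and its log2 fold change was -2.41 with the mean of cardiomyocyte genes as a covariate. Under the replicate block, Gt(ROSA)26Sor and Clec3b were the genes with an adjusted p under 0.05.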

Ranked by fold change, the most affected genes were iron-regulatory genes, such as α synuclein (*Snca*) and 5′-aminolevulinate synthase (*Alas2*), which is consistent with CYB5R3’s role in regulating iron redox states (Supplemental Table 3).

### Oxidative stress is increased in hearts following cardiomyocyte CYB5R3 deletion.

Based on prior work demonstrating that CYB5R3 is a common effector of the nutritional and oxidative stress responses (30), we measured oxidative stress levels in ac-CYB5R3–KO and ac-WT control hearts by 8-oxoguanine (8-oxoG) (Figure 5, A and B) and 4-hydroxynonenal (4-HNE) staining (Figure 5, C and D). Hearts from ac-CYB5R3–KO mice exhibited more cells positive for 8-oxoG and 4-HNE staining than ac-WT control hearts, indicating more oxidized guanine bases in DNA and greater lipid peroxidation, respectively.

### Ubiquinol, the reduced form of CoQ, is decreased in hearts with CYB5R3 KO.

CYB5R3 in the plasma membrane is known to work in conjunction with NAD(P)H quinone dehydrogenase 1 (NQO1) for 1- and 2-electron reduction of the oxidized form of CoQ (ubiquinone), protecting membranes from overt oxidative damage (Figure 6A) (11–13). Therefore, we asked whether loss of cardiomyocyte CYB5R3 altered total CoQ levels and their redox state in hearts. Using high-performance liquid chromatography with electrochemical detection (HPLC-ECD), we found 30% less reduced CoQ_9_ and CoQ_10_ in ac-CYB5R3–KO hearts relative to ac-WT controls (Figure 6, B and C). Total CoQ loss was linked to a greater loss of reduced CoQ (Figure 6, D and E) than oxidized CoQ (Figure 6, F and G). Next, we measured gene changes in the CoQ synthesis pathway and found significant decreases in *CoQ4*, *CoQ6*, and *Pptc7* mRNA expression and a significant increase in the CoQ redox cycling gene *Nqo1* (Figure 6H).

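All 16 genes of Fig. 6H were tested, and 12 were lower and 4 higher in ac-CYB5R3–KO hearts. Under total-count scaling 7 were lower and 9 higher. That scaling moved the median log2 fold change of the 16 genes from -0.27 to 0.031. It also moved the median of all genes from -0.01 to 0.26, so these reversals may come from a shift common to all genes. With TMM factors the unadjusted edgeR p was under 0.05 for 5 of the 16 genes, all lower. Coq4 (chromosome 2, 29643013 to 29653455 in NCBIM37) had 11.0 ± 3.14 CPM (SD, n = 6) in ac-WT hearts and 8.25 ± 1.06 CPM (SD, n = 6) in ac-CYB5R3–KO hearts. Its log2 fold change was -0.41 (SE 0.16; two-sided exact permutation test, p = 0.0173), with ac-WT mouse 2 at 17.2 CPM against 8.59 to 10.6 CPM in the other ac-WT mice. Coq6 (chromosome 12, 85702607 to 85714746) had 26.7 ± 5.92 CPM (SD, n = 6) and 21.0 ± 2.49 CPM (SD, n = 6), a log2 fold change of -0.34 (SE 0.14; exact permutation p = 0.0476). Pptc7 (chromosome 5, 122734374 to 122774290), a phosphatase gene, had 11.1 ± 3.99 CPM (SD, n = 6) and 8.23 ± 1.38 CPM (SD, n = 6), a log2 fold change of -0.43 (SE 0.20; exact permutation p = 0.0844). Nqo1 (chromosome 8, 109912125 to 109927106) was higher, with 36.7 ± 11.4 CPM (SD, n = 6) and 47.4 ± 7.12 CPM (SD, n = 6). Its log2 fold change was 0.37 (SE 0.19; exact permutation p = 0.0887), and the groups overlapped. The edgeR p before adjustment was 0.0243 for Coq4, 0.0285 for Coq6, 0.0489 for Pptc7 and 0.0766 for Nqo1. Coq7 (log2 fold change -0.46, exact permutation p = 0.0606) and Coq10a (-0.69, exact permutation p = 0.0823) also passed in edgeR, at 0.0321 and 0.0215 before adjustment. Adjusted over the 16 genes, p was 0.128 for Coq4, Coq6, Coq7 and Coq10a, 0.154 for Pptc7 and 0.175 for Nqo1, so 0 of the 16 passed 0.05. With the replicate number as a block, 7 genes had an unadjusted p under 0.05, with Nqo1 among them (0.0273, log2 fold change 0.42) and Pptc7 no longer (0.104, log2 fold change -0.38). Under total-count scaling 0 genes did, and the log2 fold change was -0.077 for Coq4 and 0.55 for Nqo1.

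**Figure D2:**
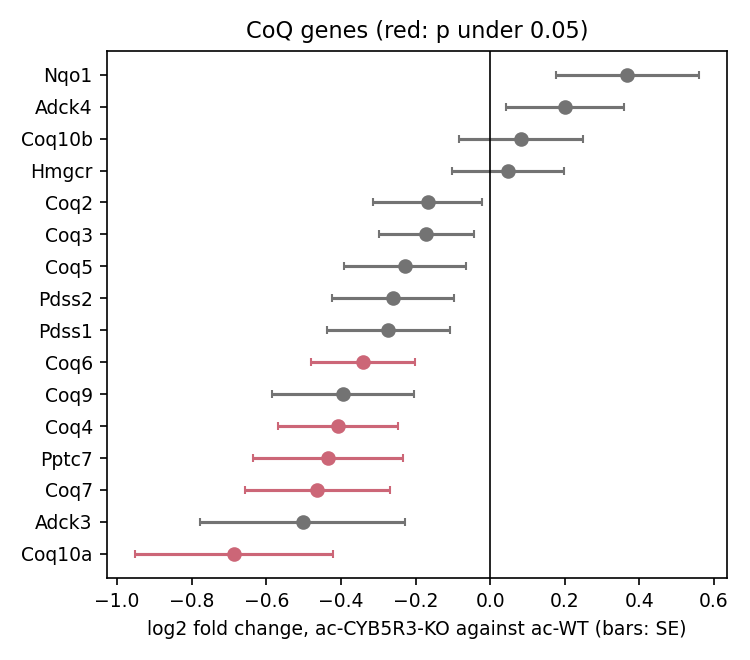
Log2 fold change of the 16 CoQ genes in ac-CYB5R3–KO hearts against ac-WT hearts. Genes with an unadjusted edgeR p under 0.05 are red, and bars are the standard error implied by the edgeR F test. The TMM-normalized values run from -0.69 for Coq10a to 0.37 for Nqo1. Under total-count scaling, which is not plotted, 9 of the 16 genes are higher, and the median of all genes is 0.26 in place of -0.01.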

### Lipid composition of cardiomyocyte cell membranes is altered with CYB5R3 KO.

CYB5R3 is known to regulate lipid metabolism in the liver (31), but its effects on myocardial lipid metabolism are unknown. Lipids are critical to the physical properties of cell membranes and many of their functions, including recruitment of intracellular proteins to membrane surfaces, enzymatic activity of transmembrane proteins, signaling of lipid second messengers, and fusion of membranes (32). Additionally, they serve as lipid reservoirs of arachidonate to support the synthesis of lipid signaling mediators via cyclooxygenase and lipoxygenase activity (e.g., eicosanoids). Therefore, HPLC–tandem mass spectrometry (HPLC-MS/MS) was used to determine the impact of decreased CYB5R3 on the cell membrane lipid profile of total heart tissues. Most phosphatidylcholine (PC) species did not change upon loss of CYB5R3; ac-CYB5R3–KO and ac-WT cardiomyocytes exhibited similar distribution and content of PC species, except for PC containing linoleic and arachidonic acids in their *S_N_2* position (Supplemental Figure 6, A–D). Significant decreases ranging from 30% to 42% were observed in 1-stearoyl- and 1-palmitoyl-2-linoleoyl–PC and 1-stearoyl- and 1-palmitoyl-2-arachidonoyl–PC in the ac-CYB5R3–KO cardiomyocytes relative to WT controls (Supplemental Figure 6, E–H). A 50% decrease in nuclear stearoyl-arachidonate PC and phosphatidylethanolamine has been previously reported in rat cardiomyocytes following ischemia-reperfusion injury (33). However, lysophosphatidylcholine (LysoPC) levels were similar between the ac-CYB5R3–KO and ac-WT groups (Supplemental Figure 6, I–O).

### cGMP and PKG signaling in hearts is diminished with CYB5R3 KO.

Our previous work demonstrated that loss of CYB5R3 from VSMCs affects the heme redox state of sGC β and downstream PKG signaling (27, 28). We found ac-CYB5R3–KO heart tissue had significantly less cGMP content (Supplemental Figure 7A) and diminished PKG activity assessed by PKG-dependent phosphorylation of serine 239 of the vasodilator-stimulated protein (VASP) (Supplemental Figure 7B), but similar sGC protein expression levels relative to those of ac-WT controls (Supplemental Figure 7C). Finally, quantitative reverse-transcription PCR (qRT-PCR) showed a 50% decrease in expression of *Ppargc1a*, a master regulator of mitochondria biogenesis, in ac-CYB5R3–KO hearts relative to ac-WT controls (Supplemental Figure 7D), a result consistent with decreased gene expression shown in the RNA-Seq analysis in Figure 4B.

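In the RNA-Seq counts, Ppargc1a (ENSMUSG00000029167, chromosome 5 from 51845488 to 51958964 in NCBIM37) had 37.5 ± 22.9 CPM (SD, n = 6) in ac-WT hearts and 17.4 ± 5.50 CPM (SD, n = 6) in ac-CYB5R3–KO hearts. The mean of ac-CYB5R3–KO hearts was 46.5% of the ac-WT mean, a log2 fold change of -1.10 (SE 0.33, edgeR adjusted p = 0.191). The groups overlapped, from 18.7 to 80.3 CPM in ac-WT hearts and from 12.4 to 25.3 CPM in ac-CYB5R3–KO hearts (two-sided exact permutation test, p = 0.0130). Leaving out each mouse in turn gave log2 fold changes from -1.24 to -0.72, and the replicate block gave -0.98 (edgeR adjusted p = 0.221). Under DESeq2 the adjusted p was 0.0438, and over all alternatives, DESeq2 included, it ranged from 0.0438 to 0.676.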

### Oxygen supply is diminished in cardiomyocytes with CYB5R3 KO.

To determine whether CYB5R3 reduces myoglobin, an abundant heme protein that facilitates oxygen delivery to mitochondria in cardiomyocytes, we synthesized recombinant CYB5R3 and cytochrome B5B (CYB5B), the latter being a small heme protein that facilitates electron transfer from CYB5R3. Using ultraviolet-visible (UV-VIS) spectrophotometry, we found that NADH catalyzed reduction of oxidized myoglobin (absorbance change at 540 nm) by CYB5R3 and CYB5B (Figure 7, A–C), which is consistent with previous work (16). Dithiothreitol (DTT) served as a positive control. These in vitro data support the idea that CYB5R3 may serve as a myoglobin reductase in vivo. Since reduced myoglobin heme iron facilitates oxygen storage and diffusion in cardiomyocytes only in its reduced form (Figure 7D) (34–36), we assessed intracardiac oxygenation status in ac-CYB5R3–KO and ac-WT mice using Hypoxyprobe, which adducts to cysteine residues at tissue sites with less than 10 mmHg pO_2_. Following Hypoxyprobe injection, hearts from ac-CYB5R3–KO mice were isolated to assess levels of myoglobin, the heme-degrading enzyme heme-oxygenase-1 (HO-1), and Hypoxyprobe. All hearts exhibited similar levels of myoglobin (Figure 7E), but hearts from ac-CYB5R3–KO mice showed HO-1 upregulation by 4-fold (Figure 7F) and significantly more Hypoxyprobe staining than ac-WT hearts (Figure 7, G and H). Given these changes occurred independently of myoglobin protein expression (Figure 7E), these data link heme oxidation and release, possibly from myoglobin, with loss of CYB5R3.

### CYB5R3 T117S is enriched in end-stage HF ventricular tissue from African American patients and is associated with decreased event-free survival.

Over 40 genetic polymorphisms in CYB5R3 have been identified (23). The missense variant rs1800457 translates into the CYB5R3 T117S mutation in the membrane-bound form expressed in somatic cells (Figure 8A) wherein threonine is substituted with serine. This is a high-frequency genetic variant in individuals with African ancestry (23% minor allele frequency that occurs with less than 1% frequency in other ethnicities; refs. 37–40). Based on x-ray crystallography (Protein Data Bank [PDB] structure 1UMK), T117S was positioned in a cytosolic-facing loop near the flavin (FAD) group,which is essential for electron transfer from NADH (Figure 8A). This threonine is conserved across many species, including human, mouse, rat, and pig, suggesting that this site is evolutionarily important (Figure 8B). To determine whether this variant is associated with HF with reduced EF (HFrEF), we genotyped 35 heart tissue samples collected from African American patients at the time of cardiac transplant or LV assist device (LVAD) implantation at the University of Pittsburgh Medical Center (Pittsburgh, Pennsylvania, USA). Baseline demographics are shown in Supplemental Figure 8. We found that the allele frequency increased in this cohort from 41.1% to 57.1% (Figure 8C). Using recombinant 23 CYB5R3 T117S (T94S) purified protein, we tested the mutation’s impact on reductase activity. An in vitro activity assay showed that recombinant 23 CYB5R3 T117S reduced oxidized myoglobin at 40% of the rate of WT CYB5R3 (Figure 8, D and E). Coincubation with CYB5B significantly increased the rate of oxidized myoglobin reduction by 23 CYB5R3 T117S, although leaving it 40% slower than WT CYB5R3 with CYB5B. To determine whether the membrane anchor region of CYB5R3 affects catalytic activity in lysates, we transfected CYB5R3-KO HEK293 cells with either membrane-bound CYB5R3 (T117S) or soluble CYB5R3 (T94S or 23 CYB5R3 T117S) (Figure 8F). We found that both membrane-associated and soluble CYB5R3 had markedly less activity compared with WT (Figure 8G). Since CYB5R3 regulates cGMP levels, we measured ventricular cGMP levels in HF patients of African-American ancestry. In these patients, we found 50% less cGMP in the carriers of the T117S variant than the noncarriers (WT CYB5R3 form) (Figure 8H). We next extended these studies with a meta-analysis to determine the association of CYB5R3 T117S with event-free survival in self-identified Black individuals from the Genetic Risk Assessment of Heart Failure (GRAHF) study in African Americans, a genetic substudy of the African American Heart Failure Trial (AHeFT) (ClinicalTrials.gov NCT00047775) (41, 42), and the Genetic Risk Assessment of Cardiac Events (GRACE) study, a single-center genetic outcomes registry from the University of Pittsburgh Medical Center (43, 44). For the combined outcome analysis, subjects receiving fixed dose combination therapy of isosorbide dinitrate and hydralazine (FDC I/H) were excluded. Subjects were followed prospectively until an endpoint of death, cardiac transplantation, or HF hospitalization. Baseline demographics for CYB5R3 WT (CC) versus T117S carriers (both heterozygotes [CG] and homozygotes [GG]) are shown in Supplemental Table 4. We found that T117S carriers had significantly reduced event-free survival (*P* = 0.02) over a 1.5-year period when compared with noncarriers, despite being given the same standard HF therapy (beta blockers, ACE inhibitors, and aldosterone antagonists) (Figure 8I).

## Discussion

Despite better health management in the aging population and emerging treatments for HF, patient prognosis remains poor, with nearly 20% of patients dying within the first year of diagnosis and the remainder dying within the next 7 years (45–47). Estimates indicate that SCD occurs 6- to 9 -fold more often in HF patients compared with the general population (48). While patients with HF present with structural remodeling and cardiac electrical changes that can often lead to lethal cardiac arrhythmias, there is a growing consensus that SCD most likely stems from upstream signaling events that cause electrical variability and ventricular dysfunction (49). Allied to these upstream signaling events is redox imbalance that can lead to impaired mitochondrial function and metabolism (2–4), oxidative stress (5), and Ca^2+^ mishandling (6). This study provides evidence that loss of CYB5R3 expression in adult male mouse cardiomyocytes causes SCD that is associated with Ca^2+^ mishandling, increased oxidative stress, decreased ATP production, and loss of redox regulation of myoglobin and CoQ, indicating that CYB5R3 is essential for maintaining cardiac redox equilibrium (Figure 9). From a translational perspective, we ascertain that the high-frequency missense genetic variant CYB5R3 T117S associates with a decreased event-free survival (~20%) in Black persons suffering from HFrEF. Together, these findings highlight the functional significance of CYB5R3 in cardiomyocyte biology and a genetic variant that may identify Black patients with HFrEF for increased risk of poor outcomes.

CYB5R3 is highly compartmentalized at the subcellular level, where its expression is enriched on membranes of mitochondria, endoplasmic reticulum, and the plasma membrane. Localization of CYB5R3 to membranes is largely regulated by *N*-myristoylation (8). Membrane-bound CYB5R3 contributes to a plethora of functions in somatic cells, including reduction of heme iron (14–16), elongation and desaturation of fatty acids (17), biosynthesis of cholesterol (18), and hepatic metabolism of drugs (19, 20). In fibroblasts, membrane-bound CYB5R3 has been shown to be a common effector of nutritional and oxidative stress responses through the transcription factors FOXO3a and Nrf-2 as well as a modulator of lipid metabolism (30). Aging studies have shown that CYB5R3 expression decreases with aging and CYB5R3 overexpression extends life and health spans (10, 30, 31, 50–52). With regard to the cardiovascular system, growing evidence supports a critical role for CYB5R3 in the vascular wall. We recently showed that CYB5R3 regulates the heme redox state of hemoglobin α in small artery and arteriolar endothelial cells, controlling NO diffusion to VSMCs (14). Additionally, we uncovered that CYB5R3 sensitizes sGC to NO by reducing sGC heme iron, functioning as a control mechanism for intracellular cGMP levels in VSMCs (27, 28, 53). While these reports show that CYB5R3 modulates oxidative stress, mitochondrial function, CoQ redox regulation, and NO/cGMP signaling in a diverse number of cell types, the data provided herein support a central role for CYB5R3 as a “redox hub” in cardiomyocytes, governing independent redox signaling pathways in a unified manner. Hence, the etiology that initiates, propagates, and exacerbates cardiac dysfunction and associated SCD in the ac-CYB5R3–KO mice most likely stems from a multitude of dysregulated redox-signaling functions regulated by CYB5R3 in the cardiomyocyte.

In male ac-CYB5R3–KO mice, we observed a rapid onset of SCD that was associated with abnormal Ca^2+^ handling, cardiomyocyte hypertrophy, structural reorganization, ATP depletion, and VF. These data likely point to VF and bradycardia as causes for SCD in these mice; however, instigation of Ca^2+^ mishandling is likely propagated through a series of interrelated redox signaling events. Based on published data and data shown here, we and others have found that CYB5R3 controls redox balance through its ability to reduce 2 key substrates: (a) CoQ_10_ (CoQ→CoQH_2_), a membrane-bound molecule needed for electron transport and tempering oxidative stress, and (b) heme (Fe^3+^→Fe^2+^), an iron-centered protoporphyrin ring that is an essential cofactor required for binding of oxygen to myoglobin and NO to sGC so that cGMP can be produced.

CoQ is an enriched, lipid-soluble molecule embedded in the inner mitochondrial membrane, where it participates in electron transfer reactions to support oxidative phosphorylation needed for cellular ATP production. Except for the inner mitochondrial membrane, the role of CoQ is largely undefined in organelles (Golgi, endoplasmic reticulum, and outer mitochondrial membranes), where CYB5R3 can localize via posttranslational modifications (8). Outside the cardiovascular system, plasma membrane-bound CYB5R3, in conjunction with NQO1, can reduce CoQ and suppress oxidative stress via α-tocopherol and ascorbate (11–13), a system known as the “plasma membrane redox system” (12, 13). Our data support these previous observations and show that ac-CYB5R3–KO hearts exhibit significantly decreased levels of reduced and total CoQ_9_ and CoQ_10_ (total CoQ_9_ and CoQ_10_: *P* = 0.0255, *P* = 0.0375, respectively; reduced CoQ_9_ and CoQ_10_: *P* = 0.005, *P* = 0.027, respectively) as well as reduced *coq4*, *coq6*, and *Pptc7* gene expression. Moreover, we found reduced mitochondrial size, loss of linoleoyl- and arachidonoyl-PC species, elevated oxidative stress, and ATP depletion. Based on previous work, it is plausible that CYB5R3 plays an active role in reducing CoQ and protecting membranes from oxidative damage. Studies showing reduced mitochondrial area in the ac-CYB5R3–KO mice may suggest increased mitochondrial membrane damage due to oxidative stress and loss of membrane integrity, allowing damaged mitochondria to promote fragmentation of healthy mitochondria and decreased ATP levels. However, we did not observe any changes in LC3II/I expression or increased multimembrane structures indicative of autophagy or mitophagy in cardiomyocytes. While our studies focused on the 5 days after tamoxifen time point, it is possible that earlier time points may show differences. Additionally, impaired mitochondrial biogenesis, which can be controlled via NO signaling, may also contribute to decreased ATP. It has previously been reported that NO signaling can regulate mitochondrial biogenesis via stimulation of its receptor, sGC (54). NO-stimulated sGC generates the secondary messenger cGMP, which activates PKG and upregulates the mitochondrial biogenesis master regulator PGC1α (55). Our findings show that loss of cardiomyocyte CYB5R3 significantly decreased cGMP levels (*P* = 0.0438), which was associated with a significantly decreased phospho-VASP/VASP ratio (a surrogate marker of PKG activity) and suppressed *Pgc1α* transcript levels. 

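Of 85 nuclear-encoded subunits of complexes I to V, 84 were tested and Ndufb1 was not matched. In ac-CYB5R3–KO hearts 82 of the 84 were lower, 71 of them with an unadjusted edgeR p under 0.05 and 50 with p under 0.01. The 50 comprised 24 of 36 subunits of complex I, 5 of 9 of complex III, 9 of 17 of complex IV and 12 of 18 of complex V, while complex II had 0 of 4 at p under 0.01 and 3 of 4 at p under 0.05. Over all genes tested, 0 subunits had an adjusted p under 0.05 (the lowest was 0.152), and adjusted over the list alone 68 passed. The median log2 fold change was -0.61 (quartiles -0.74 and -0.42), and the lowest was -1.19 for Cox7a1. All 13 mitochondrially encoded subunits were lower as well, with a median log2 fold change of -0.47 (0 at p under 0.01 and 2 at p under 0.05), but 11 were lower under total-count scaling, 5 with 1 surrogate variable and 6 without ac-WT mice 2 and 3. The mean of log2(CPM + 1) over the subunits was 8.15 ± 0.411 (SD, n = 6) in ac-WT hearts and 7.63 ± 0.140 (SD, n = 6) in ac-CYB5R3–KO hearts. Every ac-CYB5R3–KO heart lay below every ac-WT heart (two-sided exact permutation test, p = 0.00216, the smallest p that 6 mice against 6 allow). With the replicate number as a block, 23 nuclear-encoded subunits were lower at p under 0.01. Under total-count scaling 75 of the 84 were lower, 16 of them at p under 0.01. The median log2 fold change of the subunits was then -0.26, or -0.51 relative to the median of all genes. Without the libraries of ac-WT mice 2 and 3, the number was 30 and the median log2 fold change -0.28. With the mean of cardiomyocyte genes as a covariate, 5 subunits were lower at p under 0.01, the median was -0.27, and 80 of 84 were lower.

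**Figure D3:**
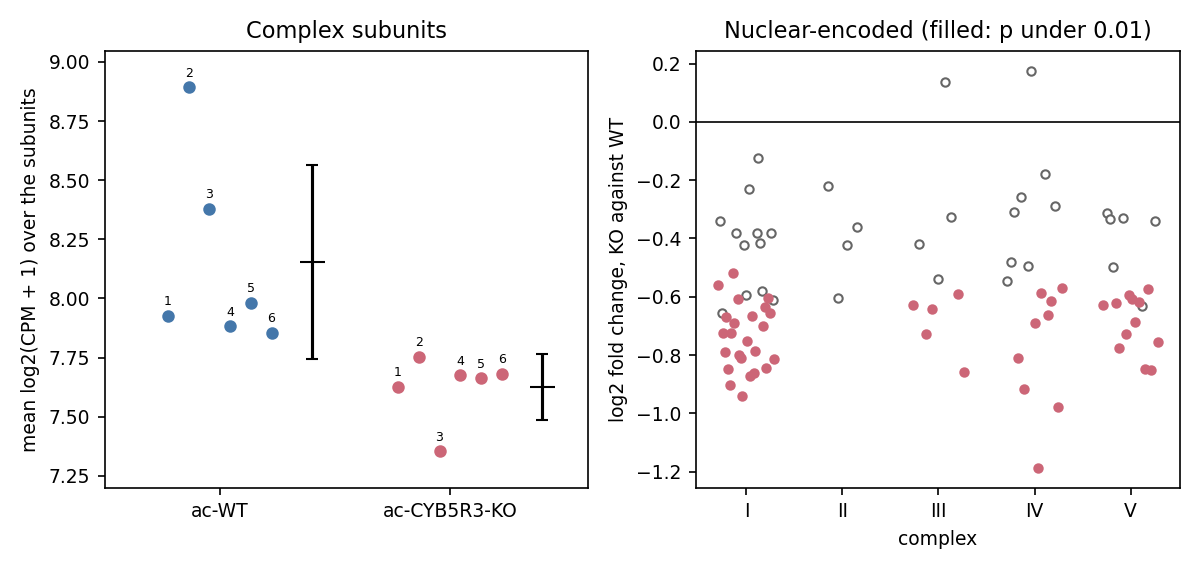
Left, the mean of log2(CPM + 1) over the tested subunits in each heart, numbered by mouse, with the group mean and SD beside the points. Right, the log2 fold change of each nuclear-encoded subunit by complex, filled where the unadjusted edgeR p was under 0.01. The ac-CYB5R3–KO hearts run from 7.35 to 7.75 and the ac-WT hearts from 7.85 to 8.89, and ac-CYB5R3–KO mouse 3 at 7.35 lies apart from its group.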

While downregulation of mitochondrial complex subunits was not observed at the protein level, RNA-Seq revealed that mRNA levels of 25 mitochondrial complex subunits were downregulated. These results would be consistent with previous reports showing that mitochondrial biogenesis is disrupted in end-stage and ischemic HF (56). Future studies defining the role of CYB5R3 in outer-mitochondrial membrane CoQ reduction relative to its role in other membranes, such as the plasma membrane and endoplasmic reticulum, could provide key insights into the significance of CYB5R3 in outer mitochondrial membrane regulation.

In addition to reducing CoQ in membranes, CYB5R3 reduces oxidized heme, which consists of a protoporphyrin ring with iron in the center for biogas binding and regulation. In RBCs, the soluble form of CYB5R3 reduces methemoglobin (Fe^3+^→Fe^2+^) to enable hemoglobin binding to oxygen (21, 22). In somatic cells, CYB5R3 is critical for reducing sGC heme (Fe^3+^→Fe^2+^), permitting NO binding, sGC activation, and production of cGMP (27, 28). A previous study has demonstrated that, in addition to reducing CoQ and sGC, recombinant CYB5R3 can reduce metmyoglobin, a highly abundant monomeric heme protein in the heart that is critical for oxygen diffusion to mitochondria (16). Cardiomyocyte oxygen tension is known to strongly associate with cardiac performance (57). While previous work disclosed that embryonic deletion of cardiomyocyte-expressed myoglobin is not lethal in mice and does not affect oxygen tension (58), multiple compensatory mechanisms were observed, including increased coronary flow reserve, capillary density, and hematocrit (58). Interestingly, ac-CYB5R3–KO mice subjected to Hypoxyprobe showed reduced cardiomyocyte oxygen tension compared with ac-WTs. These data imply that CYB5R3 is critical for modulating oxygen tension in cardiomyocytes, acting by serving as a reductase of metmyoglobin so that reduced myoglobin can facilitate oxygen delivery to mitochondria. It is important to note that metmyoglobin formation is likely driven by oxidative stress, which is elevated in ac-CYB5R3–KO mice. Reactive oxygen and nitrogen species, including superoxide, hydrogen peroxide, and NO, can drive oxidation of heme and limit oxygen binding. Without a reduction enzyme present to counterbalance heme oxidation, oxygen delivery to mitochondria is restricted. Furthermore, oxidized heme can be displaced from protein, causing further oxidative stress and cellular damage. Based on our studies, it is likely that CYB5R3 serves this critical role to reduce oxidative stress not only via CoQ redox regulation, but also through its ability to reduce heme in metmyoglobin and sGC, so that optimal oxygen and NO binding can occur for maintenance of oxidative phosphorylation, mitochondrial health, and ATP levels in healthy cardiomyocytes. Future studies aimed at boosting redox balance with drugs, such as the FDA-approved Nrf-2 activators (i.e., dimethyl fumarate) and mitochondria-targeted redox therapies (i.e., MitoQ) may help define critical steps that initiate, propagate, and amplify the redox imbalance in ac-CYB5R3–KO mice.

An important observation gleaned from this study is that female mice with cardiomyocyte deletion of CYB5R3 do not exhibit the same phenotype as males. Recent advances in the field have noted important sex differences in the cardiovascular system, particularly regarding heart disease. It is known that premenopausal women have reduced incidence for coronary heart disease compared with age-matched men (59, 60). Preclinical animal models also show female-specific cardioprotection and reduced susceptibility to ischemic heart injury (61–63). Emerging studies have uncovered an important role for redox signaling, in particular aldehyde and NO signaling, for cardioprotection in females (64). For example, *S*-nitrosoglutathione reductase, an enzyme that regulates *S*-nitrosothiol signaling, is higher in female mice relative to males (65, 66). A similar sex difference for higher NO synthase expression in female mice versus males has also been shown (61, 67, 68). These known sex differences may explain why female CYB5R3-KO mice do not exhibit the same hypertrophy and SCD phenotype as males. Future studies focused on modulating NO and aldehyde signaling in male CYB5R3-KO mice are warranted.

Finally, we discovered that the high-frequency missense genetic variant rs1800457, which translates into a CYB5R3 T117S mutation with partial loss of function in cardiomyocytes, associates with decreased event-free survival (~20%) in Black persons suffering from HFrEF. It is important to note that the Black population has a higher incidence of out-of-hospital SCD when compared with the White population (69). In these patients, progressive HFrEF can lead to cardiac electrical instability and fatal arrhythmia, particularly when they have advanced disease (49). Notably, improved survival in Black patients only occurs with combination therapy that includes FDC I/H and an NO donor/antioxidant on top of standard therapy (41), suggesting that redox imbalance is impaired in this patient population. Unfortunately, FDC I/H is prescribed to fewer than 25% of Black patients who would potentially benefit (70). Several treatment barriers also exist, including (a) patient compliance with the existing drug dosing regimen (2 tablets, 3 times daily) and (b) drug side effects, such as headaches and dizziness. Identifying CYB5R3 T117S as having reduced activity (~50%) and associating with reduced event-free survival in Black patients with HFrEF suggests that the T117S genetic variant may be a contributor to SCD in persons of African ancestry with HFrEF. Thus, a multifront push that includes repurposing redox-targeting therapies, understanding the impact of genetic modifiers, and development of new precision medicines and strategies is greatly needed for identifying individuals at high risk for HFrEF and SCD to improve the timing and choices of therapeutic interventions that can improve their health.

### Study limitations.

There are two limitations to this study. The first limitation is that CYB5R3 is known to govern multiple cellular functions, including heme and CoQ reduction, elongation and desaturation of fatty acids, cholesterol biosynthesis, and drug metabolism. Because of this, narrowing down pathway hierarchy to the observed phenotype presents a major challenge. However, future endeavors geared toward modulating components of specific downstream pathways, such as cGMP, may provide valuable insight for overcoming this challenge. The second limitation in this study pertains to the relevance of CYB5R3 expression to clinical pathophysiology. Data from our TAC studies show that progression to HF may include an upregulation of CYB5R3 expression, possibly as an age-associated compensatory response that mechanistically factors into cardiomyocyte remodeling. Nonetheless, predisposition to HF and SCD occurs when ac-CYB5R3 is lost. In humans, the T117S partial loss-of-function variant is associated with poor cardiac outcomes. From a translational perspective, these data may suggest that reduced expression or activity of CYB5R3 in the presence of cardiovascular stressors may render subsets of individuals more susceptible to HF and SCD. So that we can better understand the clinical pathophysiology of CYB5R3 in HF, future studies should investigate whether the T117S variant in mice phenocopies T117S in human carriers. In summary, our study demonstrates essential roles of CYB5R3 in cardiomyocyte redox biology and identifies a genetic biomarker in individuals of African descent that may portend an increased risk of death from HFrEF.

## Methods

See Supplemental Methods for extended methods and materials

### Generation of a cardiomyocyte-specific CYB5R3 mouse.

Female *Cyb5r3* floxed mice (*Cyb5r3^fl/fl^)* (as previously described; ref. 27) were crossed with male α-myosin heavy chain/myosin heavy chain 6 promoter-driven tamoxifen-inducible cre-recombinase mice (B6.FVB[129]-A1cf^Tg(Myh6-cre/Esr1*)1Jmk^/J, Jackson Laboratories; short-hand, *Myh6-Cre*ER^T2+/–^). Heterozygous *Cyb5r3^fl/WT^*, *Myh6-Cre*ER^T2+/–^ littermates were crossed to produce heterozygous cre-positive, CYB5R3 homozygous WT control (*Cyb5r3^WT/WT^* *Myh6-Cre*ER^T2+/–^) and heterozygous cre-positive tamoxifen-inducible CYB5R3 homozygous KO (*Cyb5r3^fl/fl^ Myh6-Cre*ER^T2+/–^) animals. Mice were genotyped using primers described in Supplemental Table 1. Animals were originally of FVB/B6 mixed background and were backcrossed 3 times into the C57BL/6J background prior to use. Animals were aged 10 to 13 weeks before initiating intraperitoneal tamoxifen (33 mg/kg/d for 5 consecutive days) injections, which in *Cyb5r3^fl/fl^Myh6*-*Cre*ER^T2+/–^ mice produced cardiomyocyte-specific CYB5R3-KO (*Cyb5r3^Δ/Δ^Myh6-Cre*ER^T2^). Animals were euthanized by CO_2_ asphyxiation and hearts excised for calculation of total heart weight (including atria) to total body weight ratio. 

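In the RNA-Seq counts, Cyb5r3 (ENSMUSG00000018042) had 126 ± 38.4 CPM (SD, n = 6) in ac-WT hearts and 53.7 ± 9.07 CPM (SD, n = 6) in ac-CYB5R3–KO hearts. The mean of ac-CYB5R3–KO hearts was 42.8% of the ac-WT mean, a log2 fold change of -1.22 (SE 0.19, edgeR adjusted p = 0.0450). Every ac-CYB5R3–KO heart, from 42.0 to 67.4 CPM, lay below every ac-WT heart, from 81.9 to 185 CPM (two-sided exact permutation test, p = 0.00216, the smallest p that 6 mice against 6 allow). Raw counts ran from 2445 to 3312 in ac-CYB5R3–KO hearts and from 2343 to 8940 in ac-WT hearts, where mouse 2 had the lowest count and the lowest TMM factor. These raw ranges overlap at similar total counts, so the full separation of the groups depends on the TMM factors. Leaving out each mouse in turn gave log2 fold changes from -1.31 to -1.08, and with the replicate number as a block the log2 fold change was -1.18. The change was smallest under total-count scaling, at -1.03. The adjusted p was 0.100 under the block in edgeR, and ranged from 1.4e-06 to 0.315 over all alternatives, DESeq2 and limma-voom included. Whole hearts also contain cells in which the Myh6 promoter is not active, so the counts cover cells with and without recombination.

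**Figure D4:**
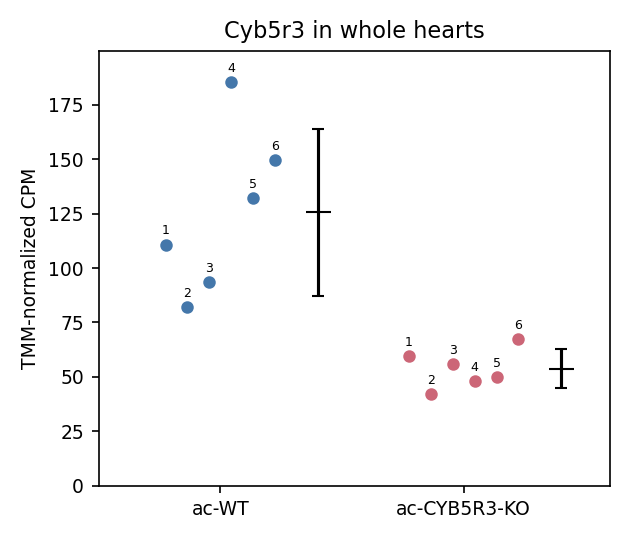
TMM-normalized CPM of Cyb5r3 in each heart, numbered by mouse, with the mean and SD of each group beside the points. The lowest ac-WT heart lies at 81.9 CPM and the highest ac-CYB5R3–KO heart at 67.4 CPM.

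Cyb5r3 lies on the minus strand of chromosome 15 from 82983924 to 83003022 in NCBIM37, the mm9 assembly. The floxed exon drawn in Fig. 1A is exon 3 of 9, from 82992662 to 82992734. It is 73 bp long and all 73 bp are coding, which is not a whole number of codons and leaves a remainder of 1 base. The intron before it is 3770 bp long and the intron after it 275 bp. On the coding strand its sequence is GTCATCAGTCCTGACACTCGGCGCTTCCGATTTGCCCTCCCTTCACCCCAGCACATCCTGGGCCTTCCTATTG. The deposited values are 1 count per gene, so reads on this exon were not counted separately from those on the other exons.

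**Figure D5:**
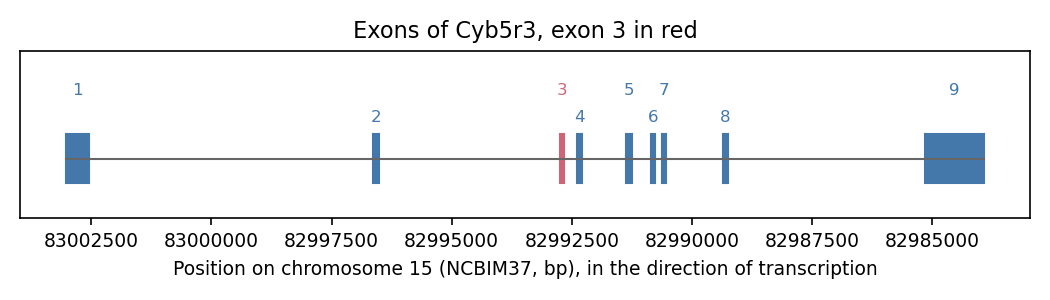
Map of Cyb5r3 on chromosome 15 (NCBIM37, position in bp, drawn in the direction of transcription), with its 9 exons as boxes and exon 3 in red. Exon 3 covers 82992662 to 82992734.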

CYB5R3-KO efficiency was confirmed via qRT-PCR, Western blot, and RNA-Seq.

### RNA isolation, reverse transcription, and quantification.

Frozen heart tissue (30–50 mg) was pulverized over liquid nitrogen using a mortar and pestle. RNA was isolated from powdered tissue using the QIAGEN RNeasy Mini Kit (QIAGEN, 74106). RT was then performed with 1 μg RNA using Superscript III Reverse Transcriptase (Thermo, 18080093) to create a cDNA library. *Cyb5r3* and *Pgc1* expression were assessed via qRT-PCR using SYBR Green PCR Master Mix (Thermo, 4344463) reagents on the QuantStudio5 Real-Time PCR System. cDNA expression was normalized to the housekeeping gene glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*). Primer sets are shown in Supplemental Table 1. Relative expression levels are shown as log fold change relative to *Gapdh*, with triplicate Ct values averaged for each sample.

### RNA-Seq analysis.

RNA-Seq was performed using core services at the Rangos Research Center. RNA was purified with the RNeasy MinElute Cleanup Kit (QIAGEN, 74204), and each sample was assessed for quantity and quality using a Qubit 2.0 fluorometer (Thermo Fisher) and Agilent Bioanalyzer Tape Station 2200. Library preparation was done using the Illumina TruSeq Stranded Total RNA Sample Prep Kit. cDNA libraries were quantitated and validated for quality similar to that of the purified RNA prior to being pooled (1.8 pM final concentration). Cluster generation and 75 bp unpaired read sequencing were performed on an Illumina NextSeq500. Sequencing analysis was performed using RNA-Seq on a Maverix Analytic Platform (Maverix Biomics Inc.). Quality control for raw fastq files was performed with FastQC^3^. Adapter sequences and primers were trimmed using fastq-mcf of ea-utils and Trimmomatic. Reads were mapped to the mouse genome (mm9) using STAR. Fragments per kilobase of transcript per million mapped reads (FPKM) for each gene were determined by Cufflinks and used as input for pairwise differential expression quantified by Cuffdiff. Read counts were then normalized across all samples, and significant differentially expressed genes were determined by adjusted *P* value with a threshold of 0.05. The data discussed in this publication were deposited in NCBI’s Gene Expression Omnibus database (GEO GSE206121).

### Protein analysis and quantification.

Homogenized frozen mouse heart tissue (30–50 mg) was lysed in 1× Cell Lysis Buffer (Cell Signaling, 9803S) containing protease (MilliporeSigma, P8340) and phosphatase inhibitors (MilliporeSigma, P5726). Lysates were sonicated and quantified using BCA protein assay (Thermo, 23225). Sample lysates containing 15 g of protein in 1× Laemmli buffer were prepared by boiling at 100°C for 10 minutes. Samples were loaded into 4%–12% Bis-Tris SDS Gels (Life Tech, NP0321BOX) and underwent electrophoresis at 140V for 90 minutes completed with MES Running Buffer. Proteins were transferred to nitrocellulose membranes in Tris-Glycine buffer for 1 hour at 100V. Membranes were blocked in LI-COR Odyssey Blocking Buffer (LI-COR 927-40003) diluted 1:1 with PBS (pH 7.4), followed by blotting overnight at 4°C with primary antibody in 1:1 LI-COR Odyssey Blocking Buffer/PBST (0.1% Tween PBS pH 7.4). Blotting was performed with LI-COR secondary antibodies for 1 hour at room temperature, followed by several washes with PBST and signal detection with a LI-COR Odyssey imaging system. Integrated intensities were quantified using Image Studio Lite (LI-COR), and protein expression was normalized to either β-actin (1:5000, Santa Cruz Biotechnology Inc., sc-47778), α-tubulin (1:5000, MilliporeSigma, T9026), TOM-20 (1:1000, Santa Cruz Biotechnology Inc., sc-11415), or GAPDH (1:1,000, Novus, NB300-221). Supplemental Table 2 details antibodies and concentrations used. Supplemental Figures 9–12 show full, uncropped Western blots, and blue dotted and solid boxes show cropped areas in main and supplemental figures.

### T117S genotyping in African American HF cohort.

gDNA was isolated from whole heart tissue using the PureLink Genomic DNA Mini Kit (Invitrogen, K1820-01). gDNA was quantified via NanoDrop (Thermo Fisher). For participants in the GRACE and GRAHF studies, DNA was isolated from peripheral blood by leukocyte centrifugation and cell lysis using the PureGene DNA Purification Kit (Gentra Systems). DNA (2 ng) was loaded into a 384-well plate with TaqMan Genotyping Master Mix (Thermo, 4371353) and CYB5R3 rs1800457 SNP Genotyping Assay (Thermo, 2986292_20). Analysis distinguished genotypes based on VIC/FAM fluorescence amplification (Thermo Fisher).

### Outcomes analysis.

For analysis of the impact of the T117S genotype on clinical outcomes in chronic HFrEF, participants from 2 prospective genetic outcomes studies were combined. The GRAHF cohort was a genetic substudy of the AHeFT trial (ClinicalTrials.gov NCT00047775) (41, 42). AHeFT was a placebo-controlled randomized trial of FDC I/H specifically in self-identified African Americans with chronic HFrEF. The GRACE cohort was a single-center genetic outcomes registry based at the HF clinic at the University of Pittsburgh Medical Center (43, 44). For the combined cohort, subjects treated with FDC I/H were excluded. Inclusion criteria were (a) chronic HFrEF with an LV EF of less than 0.45; (b) self-designated race of Black or African American; (c) New York Heart Association (NYHA) functional class of I–IV (https://www.heart.org/en/health-topics/heart-failure/what-is-heart-failure/classes-of-heart-failure). Subjects in the combined cohort were followed to an outcome of death, cardiac transplantation, or HF hospitalization. Event-free survival was compared by T117S genotype.

### Statistics.

GraphPad Prism Software, version 7.0d, was used for graphing and statistical analysis. Normality was determined using D’Agostino and Pearson’s normality test. Significance was determined by an unpaired, 2-tailed Student’s *t* test, 1-way ANOVA with Tukey’s multiple comparisons test, or χ^2^ test. *P* < 0.05 was considered statistically significant. Welch’s correction was used when SDs were dissimilar. Mann-Whitney *U* test was used for data not normally distributed. Error bars represent SEM. Each independent sample is overlaid on bar graphs to show spread and distribution of samples. Significance for event-free survival in human HFrEF analysis was determined using a log-rank test.

### Study approval.

Consent to use of human DNA was approved under University of Pittsburgh Institutional Review Board protocols (IRB0404033, IRB0401173, and IRB0504171) and was obtained as part of the main written consent form. Animal studies were approved and conducted under the University of Pittsburgh Institutional Animal Care and Use Committee (protocol number 19116317).

## Author contributions

NTC and ACS conceived and designed all of the experiments. SAH generated and managed CYB5R3 KOs and control mouse lines and conducted telemetry and TAC surgeries. HMS and HMA performed and analyzed histology. KCW performed complete blood count analyses. BG and GS performed optical mapping. MT provided interpretation of calcium measurements. SY performed RNA-Seq analysis. PN performed quinone measurements. PHT generated recombinant protein. MPM, RH, and JCG performed enzyme activity studies. MF and FJS measured lipids. YLW, MCS, and SH conducted DTI measurements, and BAK measured mtDNA/gDNA. CFM provided human VAD samples, and DMM provided human samples and analysis from the GRAHF and GRACE cohorts. NTC performed all other studies. NTC and ACS prepared figures and drafted the manuscript. All authors edited the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
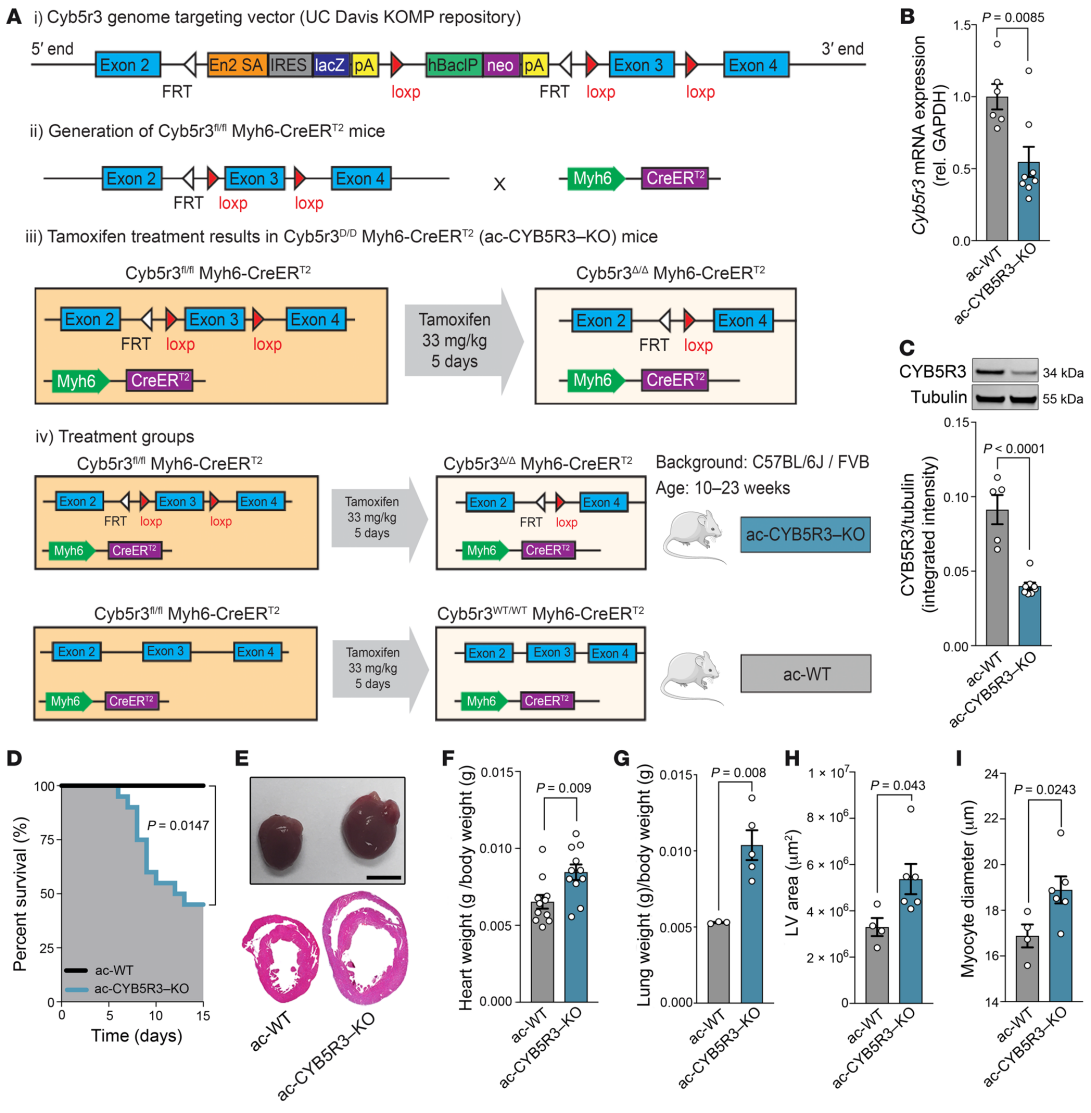
Loss of cardiomyocyte CYB5R3 causes hypertrophy and SCD. (**A**) Detailed schematic showing generation of CYB5R3-KO mice. (**B**) RT-qPCR and (**C**) Western blot analysis of total heart tissue from ac-WT and ac-CYB5R3–KO mice 5 days after tamoxifen injection (*n* = 5–7). (**D**) Survival curve comparing ac-WT (*n* = 8) and ac-CYB5R3–KO mice (*n* = 20). Day 0 represents the first day after tamoxifen injection. (**E**) Gross images (top) and H&E-stained hearts from ac-WT and ac-CYB5R3–KO mice 5 days after tamoxifen injection. Scale bar: 2 mm. (**F**) Heart weight–to–body weight ratio (*n* = 11), (**G**) wet lung weight–to–body weight (*n* = 3–5), (**H**) LV area (*n* = 4–6), and (**I**) myocyte diameter (*n* = 4–6) in ac-WT versus ac-CYB5R3–KO mice. Data are represented as SEM. *P* values were calculated by Student’s *t* test.

**Figure 2:**
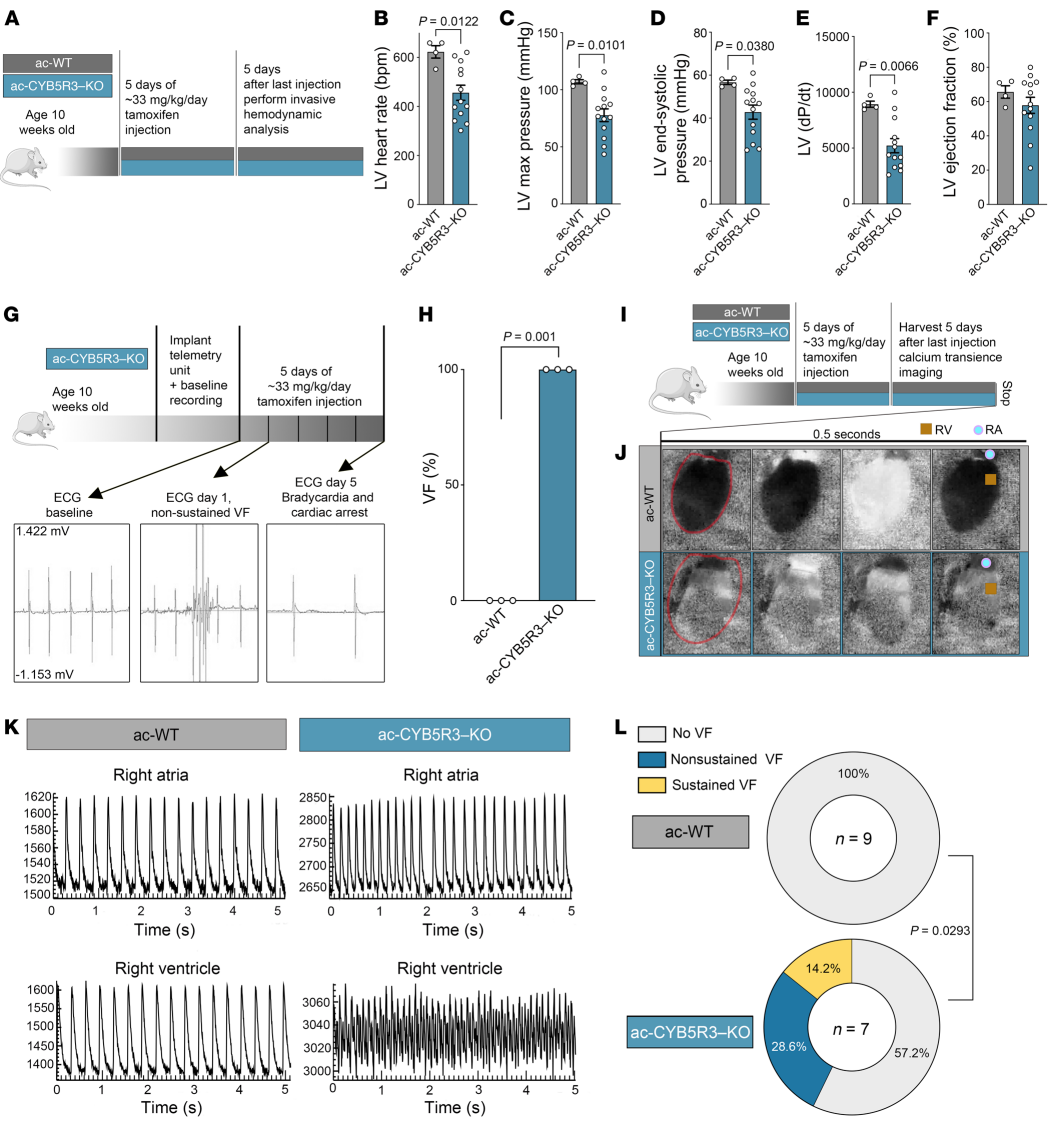
Cardiomyocyte CYB5R3 deficiency leads to VF. (**A**) Experimental design for hemodynamics and measurements of (**B**) LV heart rate, (**C**) LV max pressure, (**D**) LV end-systolic pressure, (**E**) LV *dP/dt*, and (**F**) LV EF (*n* = 4–13). (**G**) Experimental design and ECG measurements and heart rate. (**H**) Quantification of the number of mice with observed VF (*n* = 3). (**I**) ac-WT and ac-CYB5R3–KO mice were injected with 33 mg/kg of tamoxifen for 5 consecutive days. Hearts were isolated and subjected to calcium transient imaging. (**J**) CaTs imaging of ac-WT and ac-CYB5R3–KO mice. Red tracing indicates outline of the heart, and serial images track Ca^2+^ transients over 0.5 seconds. Contrast in the images indicates cytosolic-free Ca^2+^ measured with the calcium indicator dye Rhod2/AM. Regions of interest (blue dots) were drawn on the RA and brown squares on RV to quantify calcium transients. Original magnification, ×2.5. (**K**) Representative tracings of calcium transients of RA and RV of ac-WT and ac-CYB5R3–KO hearts and quantification shown in **L** (*n* = 7–9). Data are represented as SEM. *P* values were calculated by Student’s *t* test (**B**–**F**) and χ^2^ test (**H** and **I**).

**Figure 3:**
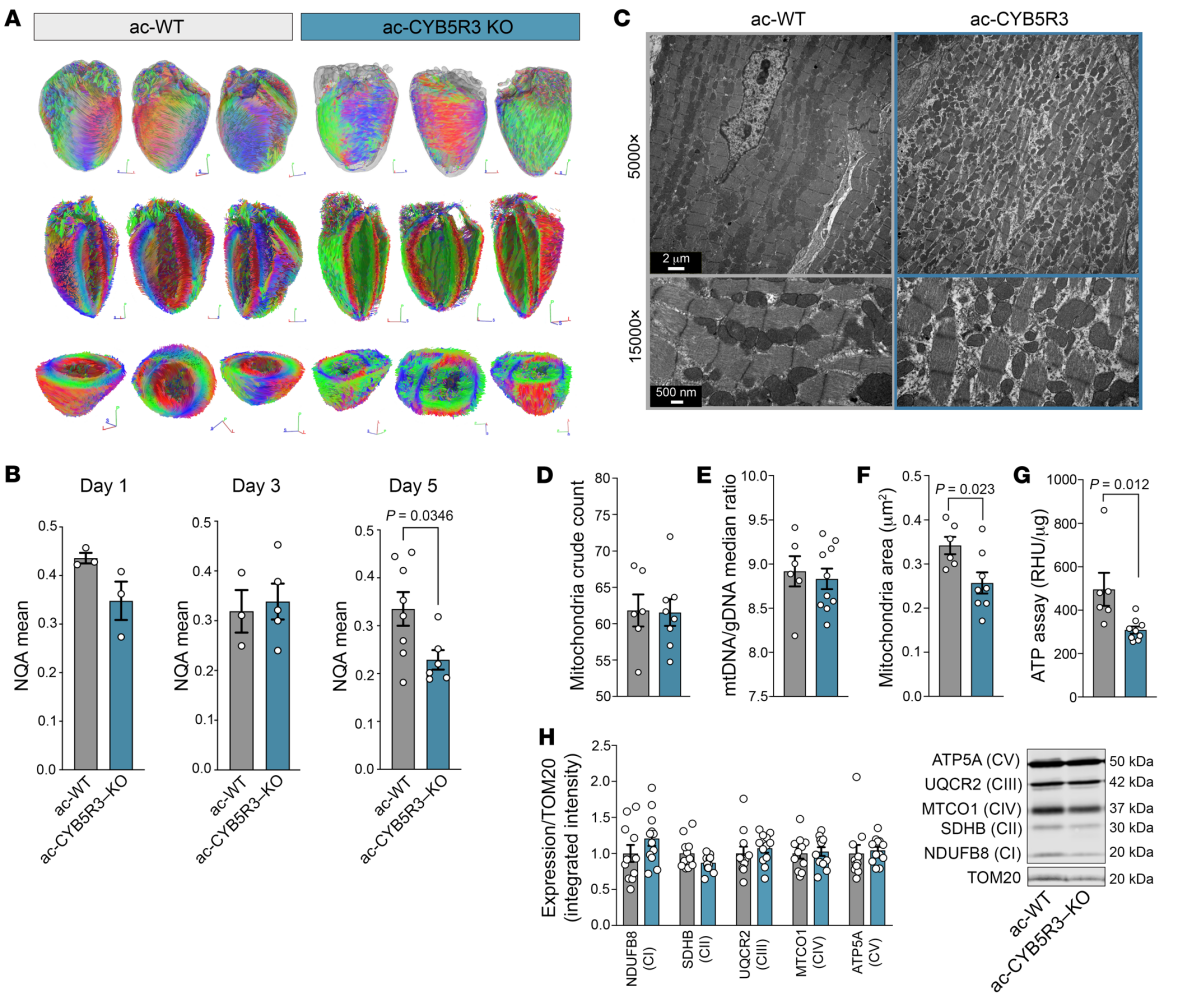
ac-CYB5R3–KO leads to structural remodeling, decreased mitochondrial size, and suppressed ATP levels. (**A**) The representative fiber tractography of ac-WT (left) and an ac-CYB5R3–KO (right) hearts on day 5 after tamoxifen injection. The orientations of the myocardial fibers in relation to the laboratory coordinates are represented by different colors: red representing left-to-right fiber orientation, blue representing front-to-back fiber orientation, and green representing top-to-bottom orientation. Top row: surface viewing of the volume rendition of the myofibers. Gray outlines the heart volumes. Middle row: long-axis 4-chamber cutaway views of the myocardial fibers. Bottom row: short-axis cutaway views of the myocardial fibers. The viewing angle corresponds to the S-L-P axes located at the bottom right of each image. (**B**) NQA measuring the myofiber coherency on posttamoxifen day 1, day 3, and day 5 comparing ac-WT and ac-CYB5R3–KO hearts (*n* = 3–8). (**C**) Representative TEM images of ac-WT (gray, left) and ac-CYB5R3 (blue, right) cardiomyocytes (*n* = 6 and *n* = 8, respectively). Original magnification, ×5000 (top); ×15,000 (bottom). (**D**) Cardiomyocyte mitochondrial count from ×1500 TEM images from ac-WT and ac-CYB5R3–KO mice. (**E**) mtDNA/gDNA ratio from heart tissue of ac-WT and ac-CYB5R3–KO mice (*n* = 6 and *n* = 10, respectively). (**F**) Mitochondrial area from ×15,000 TEM images from ac-WT and ac-CYB5R3–KO hearts. (**G**) Total ATP levels in whole heart lysate from ac-WT and ac-CYB5R3–KO hearts (*n* = 6 and *n* = 9, respectively). (**H**) Western blot of each mitochondrial subunit relative to TOM20 protein expression (control, *n* = 11; CYB5R3-KO, *n* = 12). Data are represented as SEM. *P* values were calculated by Student’s *t* test.

**Figure 4:**
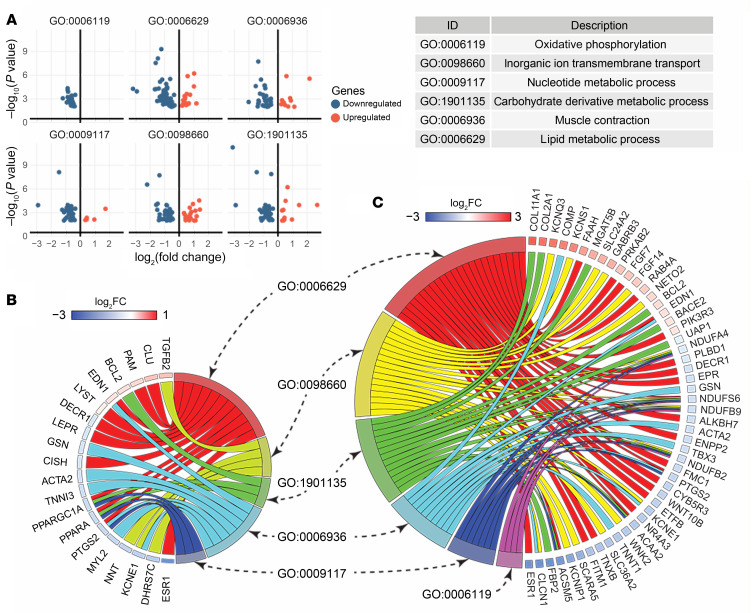
RNA-Seq analysis shows ac-CYB5R3–KO induces transcriptome changes enriched in metabolism, oxidative phosphorylation, and muscle contraction pathways. (**A**) GO pathway analysis showed differential expression of genes (*P* < 0.01) in pathways (adjusted *P* < 0.05) involved in metabolism and muscle contraction. (**B**) Genes overrepresented in HF (DisGeNET C0018801, adjusted *P* = 7.820 × 10^–7^) were mapped to the selected metabolism and muscle contraction pathways. (**C**) Top differential expression genes (adjusted *P* < 0.02) are mapped to the same GO pathways.

**Figure 5:**
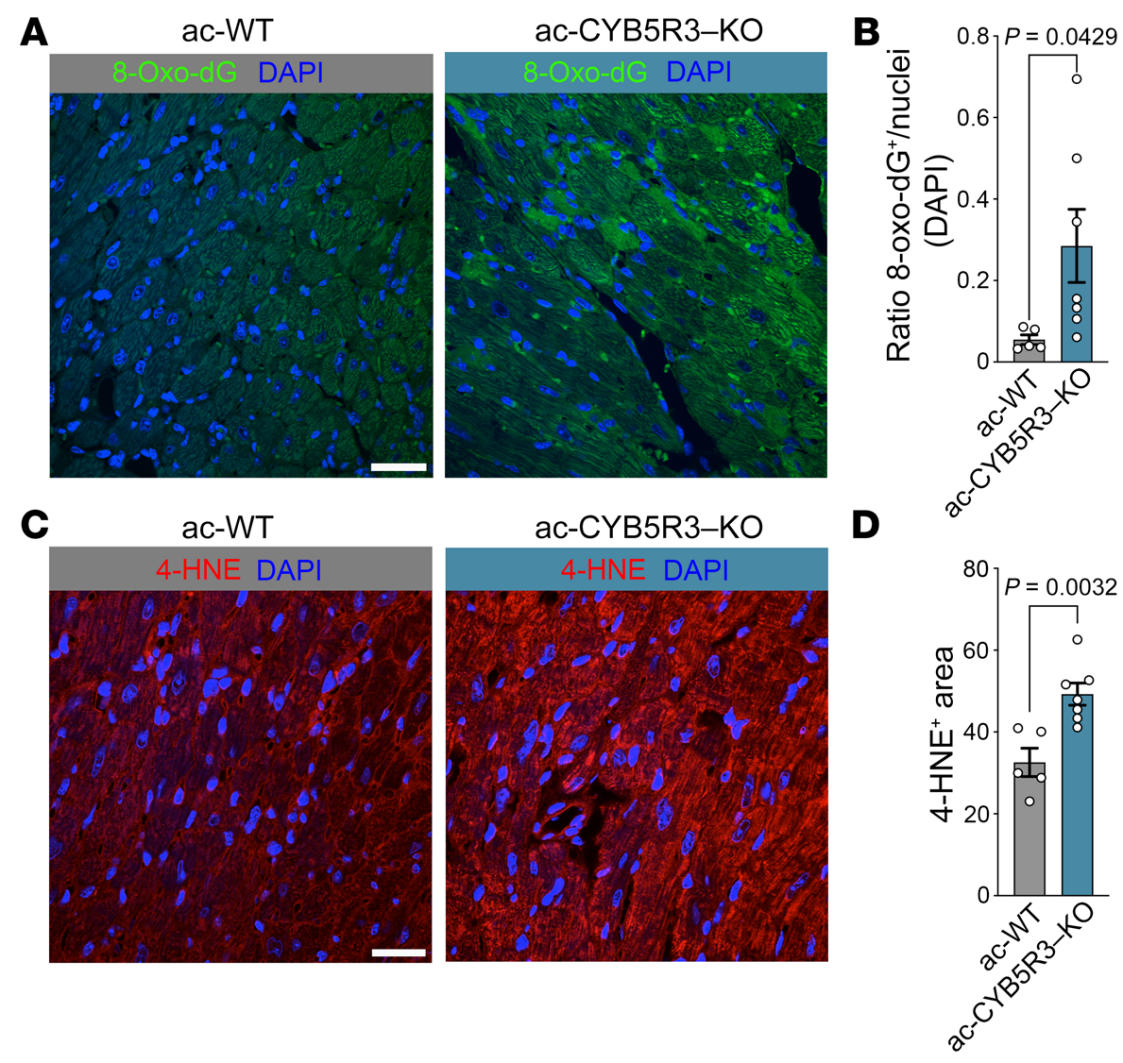
Cardiac-specific KO of CYB5R3 increases 8-oxoG and 4-HNE staining. Heart sections were stained for 8-oxoG and 4-HNE measurements of oxidative stress. (**A**) Representative image of control (ac-WT, gray, *n* = 5) and KO (ac-CYB5R3–KO, blue, *n* = 7) heart sections stained for 8-oxoG (green) and DAPI (blue). (**B**) Quantification of total 8-oxoG puncti relative to DAPI puncti. (**C**) Representative ac-WT (gray, *n* = 5) and ac-CYB5R3–KO hearts (blue, *n* = 7) stained for DAPI (blue) and 4-HNE (red). (**D**) Integrated intensity of 4-HNE staining. Data are represented as SEM. *P* values were calculated by Student’s *t* test. Scale bars: 50 μm.

**Figure 6:**
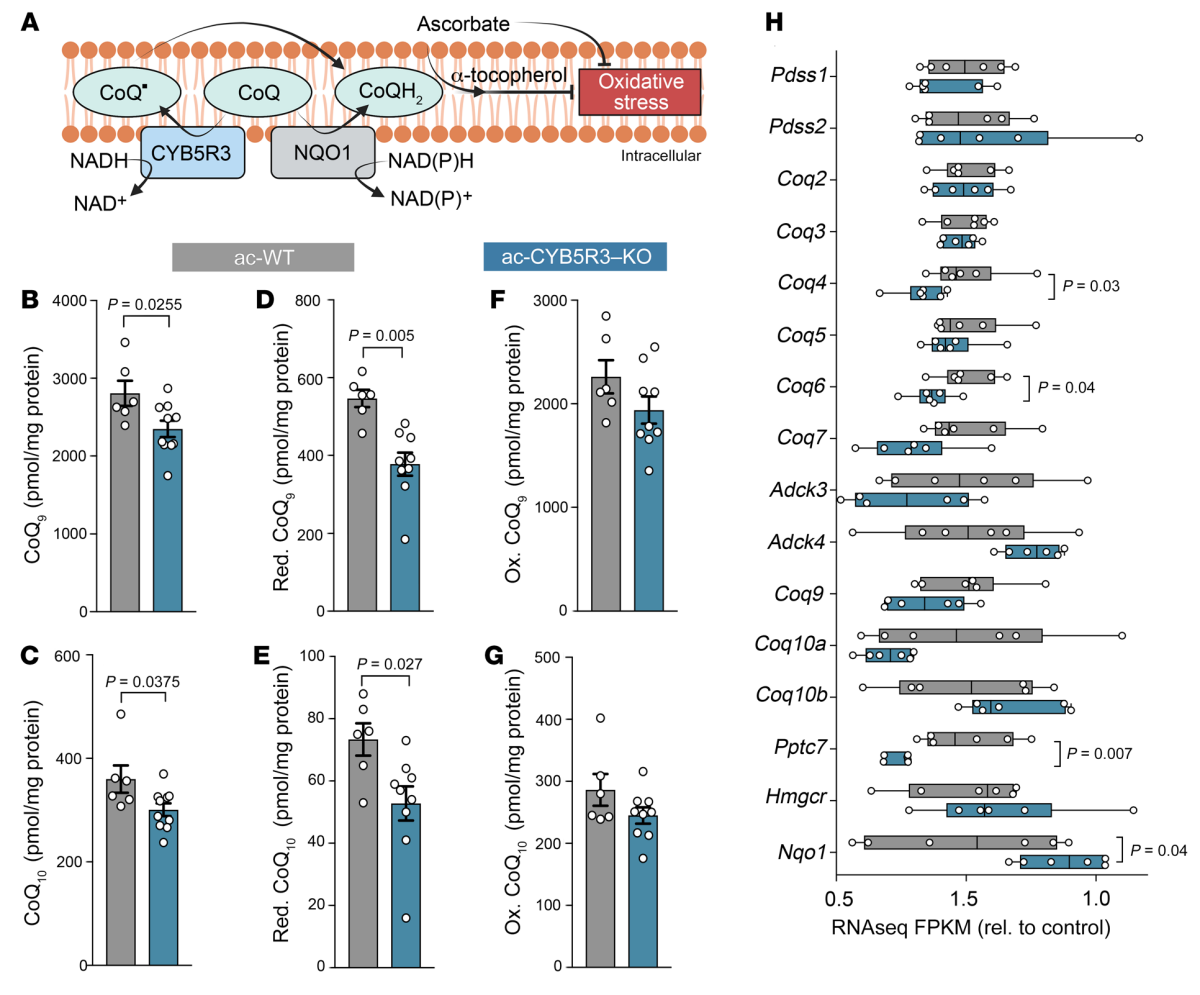
Loss of cardiac CYB5R3 decreases total and reduced levels of ubiquinone. Whole heart tissue from control (ac-WT, gray, *n* = 6) and KO (ac-CYB5R3–KO, blue, *n* = 9) mice was used to assess the role of cardiac CYB5R3 in CoQ reduction. (**A**) Schematic of CYB5R3’s known role in the plasma membrane redox system as a CoQ reductase. Concentration of (**B**) total CoQ_9_, (**C**) total CoQ_10_, (**D**) reduced CoQ_9_, (**E**) reduced CoQ_10_, (**F**) oxidized CoQ_9_, and (**G**) oxidized CoQ_10_. (**H**) Data extracted from RNA-Seq showing relative expression of CoQ synthesis genes and Nqo1, a known redox regulator of CoQ. Data are represented as SEM. *P* values were calculated by Student’s *t* test.

**Figure 7:**
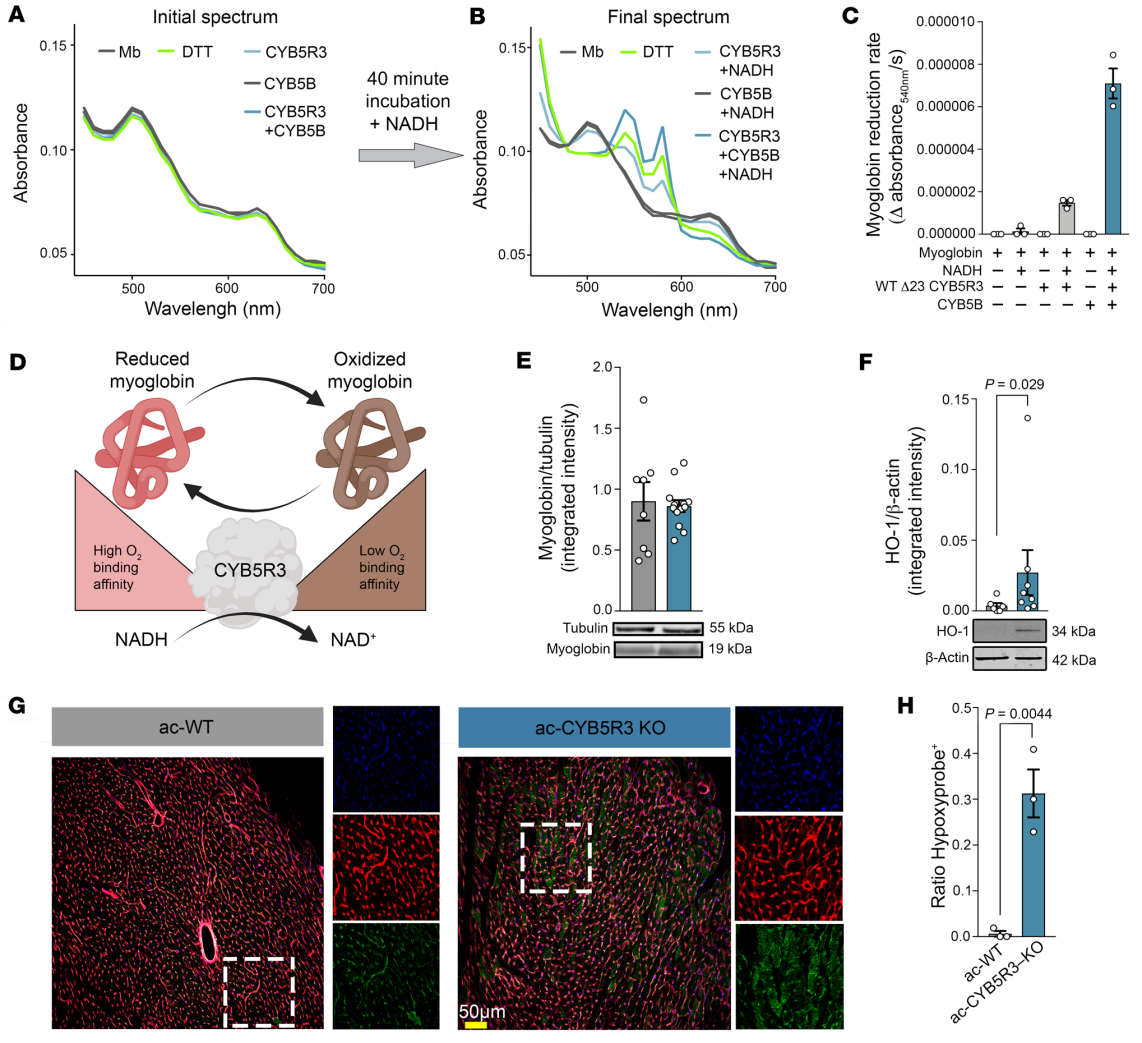
Cardiomyocyte CYB5R3 is critical for myoglobin reduction and maintenance of intracellular oxygen tension. (**A**) In vitro purified colorimetric assay showing absorbance shift of oxidized myoglobin to reduced myoglobin (**B**) after the addition of electron donor NADH. (**C**) Rate of absorbance changes at 540 nm, with observation of increasing amounts of reduced myoglobin over time. (**D**) Schematic of hypothesized redox regulation of myoglobin by CYB5R3 and the relevant impact on oxygen binding. (**E**) Western blot of heart lysates measuring myoglobin and β-actin as a loading control with quantification of relative integrated intensities (ac-WT, *n* = 8; ac-CYB5R3–KO, *n* = 13). (**F**) HO-1 and β-actin loading control Western blot with quantification of relative integrated intensities. (**G**) Hypoxyprobe staining (green) of heart sections from control (ac-WT *n* = 3) and Cyb5R3-KO (ac-CYB5R3–KO, *n* = 3) heart sections, counterstained with wheat germ agglutinin (red) and DAPI (blue). Original magnification, ×3 (right panels). (**H**) Quantification of Hypoxyprobe-positive cells relative to total cells. Data are represented as SEM. *P* values were calculated by Student’s *t* test. Scale bar: 50 m.

**Figure 8:**
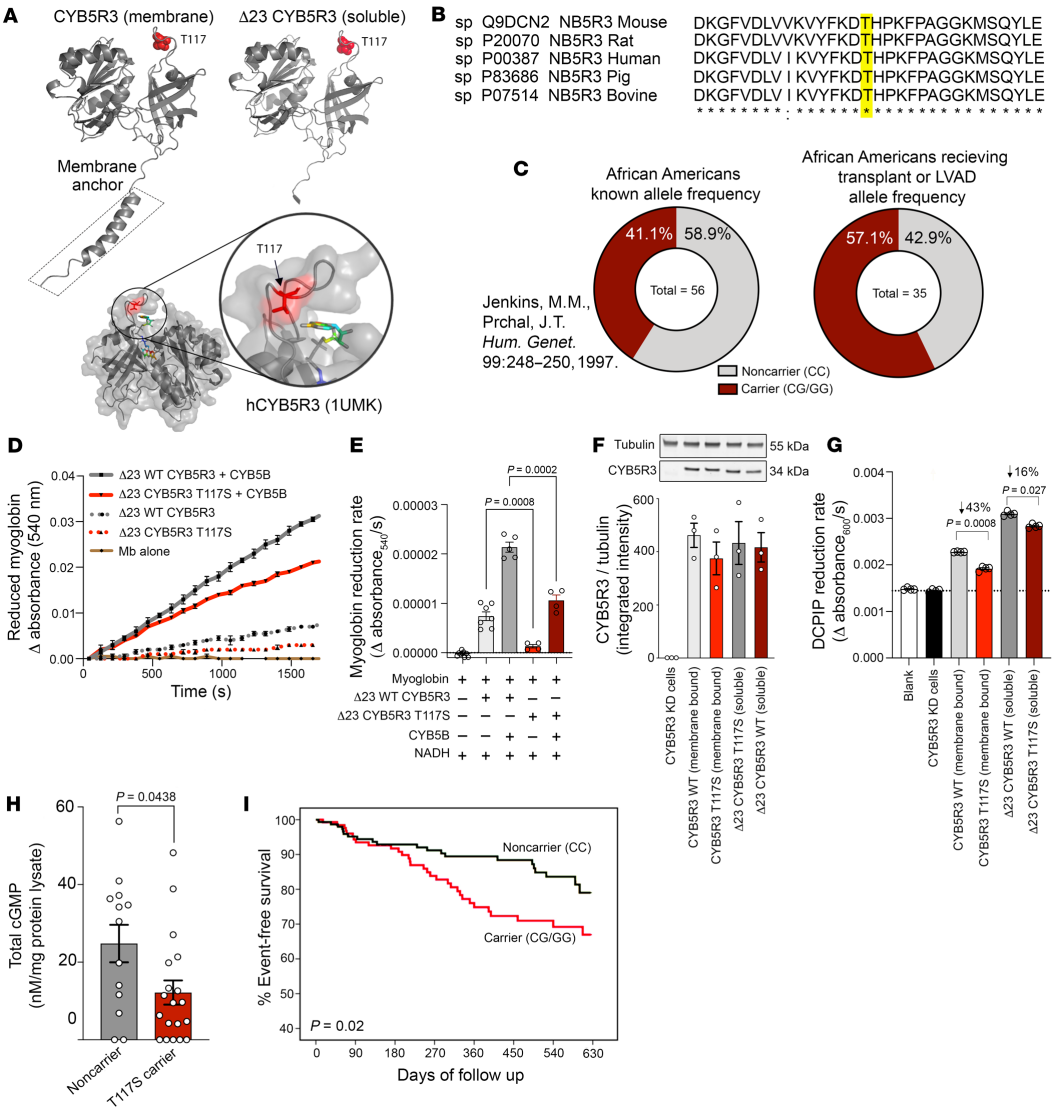
CYB5R3 T117S is a partial loss-of-function variant that associates with accelerated death in African American HF patients. (**A**) Structure of membrane and soluble CYB5R3. Red colored area shows T117 residue (dark red) of the reductase. Below, the green-blue-yellow figure shows the FAD prosthetic group of the reductase. (**B**) Amino acid sequence aligned across mammals showing conserved threonine (highlighted in yellow) in the 117 position of membrane CYB5R3. (**C**) Comparison of known allele frequency of T117S in African Americans (left pie chart) compared with allele frequency of T117S in African Americans with HF that received transplant or LV assist devices (LVAD). Gray represents the proportion of noncarriers relative to red region representing pooled heterozygous and homozygous CYB5R3 T117S carriers. (**D**) Reduced myoglobin over time in vitro comparing 23 T117S (soluble) with WT 23 CYB5R3 (soluble) with and without CYB5B. (**E**) Change in myoglobin reduction rates detected at 540 nm/s (*n* = 4–9). (**F**) Western blot of reexpressed CYB5R3 WT, CYB5R3 T117S, 23 CYB5R3 WT, and 23 CYB5R3 T117S in HEK293 FT CYB5R3-KO≈cells (*n* = 3). (**G**) CYB5R3 activity over time measured by 2,6-dichlorophenolindophenol (DCPIP) reduction, comparing CYB5R3 WT, CYB5R3 T117S, 23 CYB5R3 WT, and 23 CYB5R3 T117S (*n* = 3). (**H**) Total cGMP in heart lysates from African Americans receiving ventricular assist devices, comparing noncarriers (gray) and T117S carriers (red) (*n* = 13–19). (**I**) Event-free survival curve comparing African American CYB5R3 T117S CC versus CG/GG from the GRACE and GRAHF trials. Data are represented as SEM. *P* values were calculated by Student’s *t* test (**G** and **H**), 1-way ANOVA (**E**), or a log-rank test (**I**).

**Figure 9:**
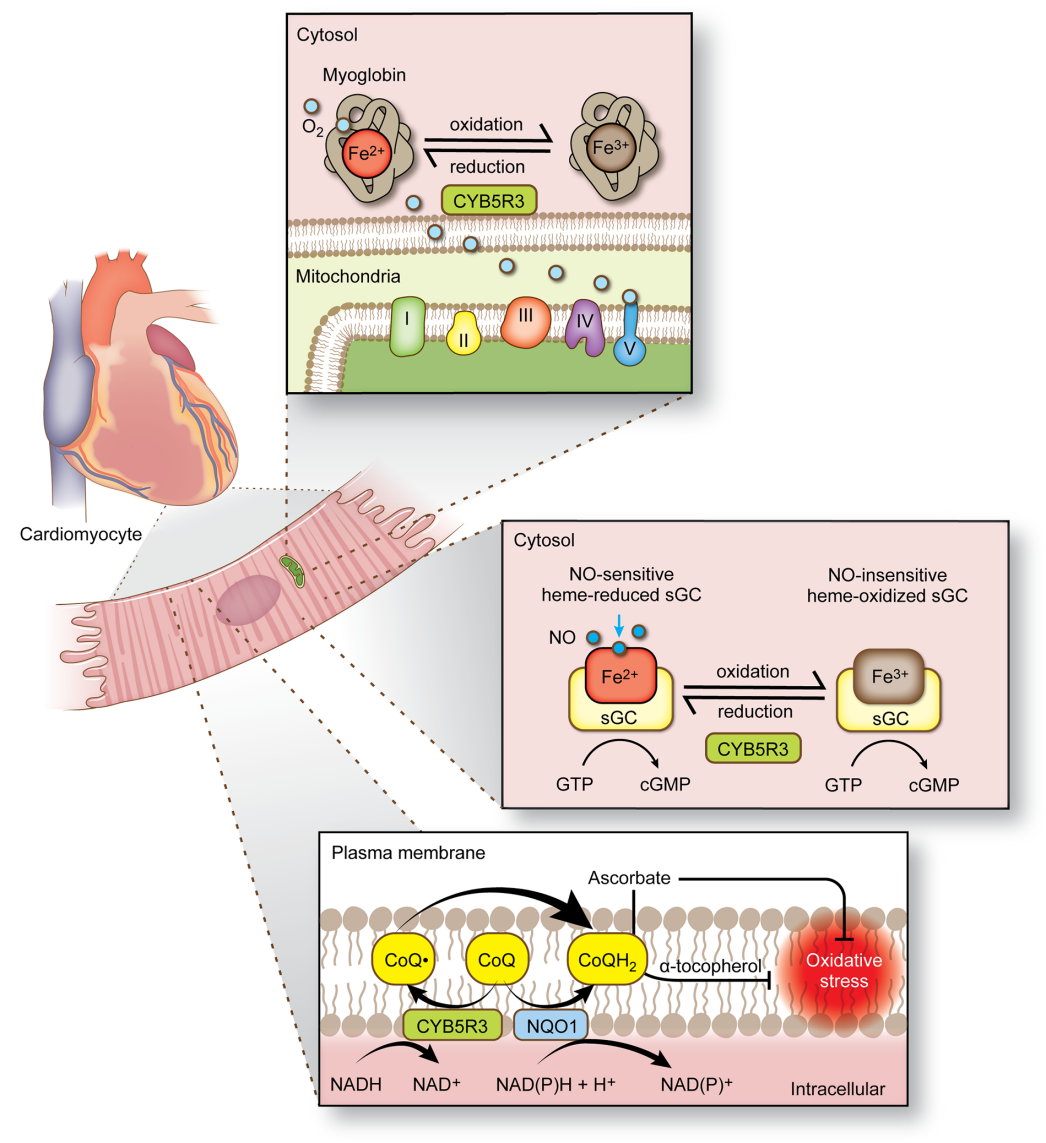
Schematic overview of cardiomyocyte CYB5R3 function. The upper panel shows that CYB5R3 reduces heme-bound myoglobin to facilitate oxygen (light blue circles) diffusion to mitochondria. The middle panel shows that CYB5R3 reduces sGC heme to enable NO (dark blue circles) binding and production of cGMP. The lower panel shows that CYB5R3 and NQO1 coordinately reduce membrane-embedded CoQ to mitigate oxidative stress via α-tocopherol.

How the deposited data were processed for this re-analysis (not part of the article)

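Whole-heart RNA from 6 ac-WT and 6 ac-CYB5R3–KO mice, taken 5 days after the end of tamoxifen treatment, was compared. The authors trimmed the reads with fastq-mcf and Trimmomatic, mapped them with STAR to the mouse genome (mm9) and deposited raw read counts, a whole number for each of 53700 Ensembl genes in each of the 12 libraries. The deposited counts were not normalized or filtered. The paper's text describes FPKM values from Cufflinks and tests by Cuffdiff, and does not name the counting program, strand setting or annotation of the counts. Each column was assigned to a group and replicate number by the label of its sample, and 0 columns were left unused.

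Of the 53700 genes, 34949 had at least 1 count and 25135 had at least 10 counts over all libraries. Among the latter, 121 genes held counts identical to those of another gene, in 53 groups, as overlapping or duplicated genes can give. Gene symbols were found for 31027 identifiers (57.8%) and Entrez identifiers for 25946. Coordinates were taken from the GENCODE annotation of NCBIM37, the mm9 assembly. Some identifiers of the counts are newer than that annotation, and many tested genes have no place in it. Tests of nearby genes cover only the placed genes. Total counts were between 43393183 and 53754284 per library. Correlations between hearts of a group ran from 0.948 to 0.991 in ac-WT and from 0.979 to 0.993 in ac-CYB5R3–KO hearts, and the biological coefficient of variation estimated by edgeR was 26.5%. At this depth the spread between mice, rather than counting error, limits the precision of all but the lowest genes, and counts of unpaired reads without molecular identifiers are not independent molecules.

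Counts were filtered by filterByExpr (minimum count 10), normalized by TMM and tested with the quasi-likelihood test of edgeR (version 4.0.16, in R 4.3.3), two-sided, with no covariate and with Benjamini-Hochberg adjustment over the 17847 genes tested. Thresholds were an unadjusted p under 0.01 (as in Fig. 4A), an adjusted p under 0.02 (as in Fig. 4C), an adjusted p under 0.05, and an unadjusted p under 0.05 for the genes of Fig. 6H. Single genes and means over gene lists were also compared by a two-sided exact permutation test over the 924 ways to place 12 mice into groups of 6, on CPM or on log2(CPM + 1). The smallest p this test can give is 0.00216. The SE printed with an edgeR log2 fold change is its absolute value divided by the square root of the F statistic. This SE thus follows from the test and is no separate measure of precision. Pathways were tested with a one-sided Fisher exact test on 6 Reactome gene sets from the example data of fgsea (version 1.28.0), because GO and DisGeNET annotation was not used here. Symbols of mitochondrially encoded genes were mapped to Reactome after a first run had shown them unmatched, which left the calls unchanged. Between 87.8% and 99.4% of the genes of each set were matched.

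Genes named in the text were those the paper names for this experiment, its mitochondrial complex subunits, proteins it measured or used in other assays, and the 5 genes with the largest rise and the 5 with the largest fall among those with an adjusted p under 0.05 whose groups do not overlap. A gene that the paper names for this experiment is not reported here. Other genes were named after their values were seen, and the text says so. The directions of genes in Figs. 4B and 4C were read by eye from their colours. Lists of marker genes for blood, cartilage and other tissues were written before any value was seen, and the list of cardiomyocyte genes after.

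The alternatives were DESeq2 (version 1.42.0), limma-voom (limma version 3.58.1), total counts in place of TMM, no filter, a minimum of 10 counts in every library, the replicate number as a block, 1 surrogate variable from svaseq (sva version 3.50.0) and leaving out each mouse in turn. Pathways were also tested with camera, with genes at an adjusted p under 0.05 and with lower genes only. Further settings were added after the data were seen, namely DESeq2 without a filter, edgeR with robust estimates, and dropping the 2 libraries with the lowest TMM factors. The replicate numbers come from the sample labels, and mice with the same number are different animals.

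The tests were checked on simulated counts with the means, library sizes and spread of the real genes, in which 100 of 17847 genes were changed by 1 on the log2 scale and 100 by 2. The spread of the simulation was set gene by gene after a first version had used a common spread. Changed genes were drawn only from genes above a minimum mean count. Counts of each gene were drawn independently, without TMM factors and without variation shared between genes. The real libraries have both, so the rates below may not hold for them. At an adjusted p under 0.05, edgeR recovered 80 and 97 of these with 14 false calls, DESeq2 88 and 98 with 49 false calls, and limma-voom 75 and 96 with 11 false calls. A fall of 2 on the log2 scale planted in 30 genes of the respiratory set made it the 1 set called among 6. That fall is larger than the median of -0.61 in the real subunits. Covariate fits added the mean log2(CPM + 1) of a gene list to the edgeR model. Random lists matched to the subunits on transcript length, GC content and expression were drawn 10000 times from 12 bins, which were made coarser after the first run because a bin had held too few genes.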

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

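The tests of Gt(ROSA)26Sor, of Igj and Igkc, and of total-count scaling for the change in Igfbp2, ENSMUSG00000118012, Hmcn2, Efnb3 and Clec3b were chosen only after the result was seen.

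In 4 of 42 groups of 6 mice, 1 mouse lay far from the others, meaning that its gap to the nearest mouse, divided by the range of the group, was above Dixon's critical value at the 95% level. Chance gives about 2.1 such groups among 42. For Coq4 in ac-WT hearts the ratio was 0.769, with mouse 2 at 17.2 CPM against 8.59 to 10.6 CPM in the others. With total-count scaling the ratio was 0.555, below the critical value, so the distance of this mouse may come from its TMM factor of 0.570. For Igfbp2 in ac-WT hearts the ratio was 0.638, with mouse 4 at 0.290 CPM against 0.0278 to 0.123 CPM, and with total-count scaling it was 0.581, also below the critical value. For the subunit mean in ac-CYB5R3–KO hearts it was 0.685, with mouse 3 at 7.35 against 7.63 to 7.75, and with total-count scaling it was 0.285. For Efnb3 in ac-CYB5R3–KO hearts it was 0.643, with mouse 2 at 5.02 CPM against 1.46 to 2.73 CPM. Here total-count scaling left the ratio above the critical value, at 0.632, so scaling does not account for it. The design gives no condition that sets a single mouse apart, and no biological explanation was tested.

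Of the 5 called genes with the largest rise and the 5 with the largest fall, 8 differed between ac-CYB5R3–KO and ac-WT hearts and are named by the paper neither in its text nor in Figs. 4 and 6. Called genes with smaller changes are not listed here. Their log2 fold changes were 3.53 for Igfbp2, 2.73 for Igj, 2.49 for Igkc, 2.28 for Gt(ROSA)26Sor, 1.14 for ENSMUSG00000118012, -3.44 for Hmcn2, -2.37 for Efnb3 and -2.36 for Clec3b. In each of them all 6 ac-CYB5R3–KO mice lay on the same side of all 6 ac-WT mice. Of all 17847 genes tested, 276 had groups that do not overlap, where chance gives 0.216% of genes.

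Gt(ROSA)26Sor had the smallest p in the experiment, and the lowest ac-CYB5R3–KO heart was 3.54-fold above the highest ac-WT heart. Reads of the overlapping gene Thumpd3 do not account for the rise, since its log2 fold change was 0.19. Scaling does not either, since the log2 fold change of Gt(ROSA)26Sor with total counts was 2.56. Setd5, the next gene on the other side, had a log2 fold change of -0.00012. Within 1 Mb, 1 of the other 29 tested genes (3.45%) had p under 0.01, against 4.63% of genes elsewhere (one-sided Fisher exact test, p = 0.747), so a change over the whole region does not account for the rise. This locus is a common site of inserted transgenes. Fig. 1A draws FRT sites in the targeting vector, which a recombinase allele at this locus can remove during breeding. A hypothesis is therefore that the groups may differ by an allele here. The gap of 3.54-fold does not test this hypothesis, because the level that such an allele would give is not known here. The paper's methods describe both groups as offspring of crosses between heterozygous littermates. Cyb5r3 lies on chromosome 15 and Gt(ROSA)26Sor on chromosome 6, so an allele here would be inherited separately from the floxed allele. All 6 ac-CYB5R3–KO hearts (13.3 to 19.3 CPM) lay above all 6 ac-WT hearts (2.24 to 3.76 CPM), which argues against such an allele. The breeding history was not available, so an allele difference is not excluded, and an effect of CYB5R3 loss was not separated from it.

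More lymphocyte RNA in ac-CYB5R3–KO hearts is a candidate explanation for Igj and Igkc. The paper reports significantly higher white cell, lymphocyte and monocyte counts in the blood of ac-CYB5R3–KO mice, which goes with this explanation. Those are counts of blood cells and not of RNA in the heart. The mean of 9 other lymphocyte genes was higher by 0.15 on the log2 scale, with 6 of 6 ac-CYB5R3–KO hearts above the ac-WT mean, but the two-sided exact permutation test gave p = 0.0671, so whether ac-CYB5R3–KO hearts held more such RNA cannot be told. With this mean as a covariate the log2 fold change was 2.44 for Igj and 2.34 for Igkc, with edgeR adjusted p of 0.424 and 0.346. Within ac-WT mice the list did not follow these genes (Pearson r = 0.13 for Igj and -0.076 for Igkc). Within ac-CYB5R3–KO mice r was 0.57 for Igj and 0.62 for Igkc. Whether this fit corrects for lymphocyte RNA therefore cannot be told. The rise in these immunoglobulin genes cannot be told apart from a difference in lymphocyte RNA.

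For the remaining genes, scaling of the libraries and a lower share of cardiomyocyte RNA were tested. With total-count scaling the log2 fold change was 3.78 for Igfbp2, 1.38 for ENSMUSG00000118012, -2.90 for Hmcn2, -1.93 for Efnb3 and -2.08 for Clec3b. With the mean of cardiomyocyte genes as a covariate it was 3.42, 1.13, -2.41, -1.69 and -2.25 in the same order. Each kept its direction and an unadjusted p under 0.01 in edgeR. The adjusted p with total counts was 0.0830 for ENSMUSG00000118012 and under 0.05 for the other 4. With the covariate it was 0.405 for Hmcn2, 0.0989 for Igfbp2, ENSMUSG00000118012 and Efnb3, and 0.0381 for Clec3b. Only Clec3b thus passed 0.05 in both fits. For Igfbp2 and ENSMUSG00000118012 total counts made the rise larger, so scaling does not account for it. The covariate hardly moved the rise. Whether these genes follow the cardiomyocyte list was not tested, so that fit does not exclude a lower share of cardiomyocyte RNA. Hmcn2 and Efnb3 moved toward 0 in both fits, so part of their fall may belong to these explanations. Reads shared with related genes and strain variants near these genes were not tested. An effect of CYB5R3 loss on them remains a hypothesis.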

How the results depend on the processing

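The alternatives were set before the data were examined, except DESeq2 without a filter, edgeR with robust estimates and dropping the 2 libraries with the lowest TMM factors (ac-WT mice 2 and 3), which were chosen after seeing the data. Apart from these settings and the counts of directions in gene families, no test in this part was chosen only after the result was seen. The cause was not tested for any change below. Directions of the tested genes named in Figs. 4B and 4C were the same in all 22 other settings run on the whole gene table.

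At an adjusted p under 0.05, edgeR called 18 genes. DESeq2 called 437, limma-voom 2, total counts without TMM 8, no filter 35, the replicate block 2, 1 surrogate variable 5, DESeq2 without a filter 452, and dropping the 2 libraries 7. Leaving out each mouse in turn gave 2 to 38 genes. Of the 18 genes, DESeq2 shared 18, no filter 17, total counts 8, 1 surrogate variable 4, dropping the 2 libraries 4, limma-voom 2 and the replicate block 2. Gt(ROSA)26Sor and Clec3b had an adjusted p under 0.05 in all 22 other settings. The simulated test of edgeR recovered 80 of 100 genes changed by 1 on the log2 scale, and DESeq2 recovered 88 with more false calls (49 against 14). Simulated genes did not vary together and had no TMM factors, so these rates may not hold for the real libraries.

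At an adjusted p under 0.02, edgeR called 2 genes, against 173 for DESeq2, 4 for total counts, 15 for no filter, 1 for the replicate block, 190 for DESeq2 without a filter and 6 without the 2 libraries, and 1 to 8 with a mouse left out. At an unadjusted p under 0.01 it called 820, against 1238 for DESeq2, 426 for total counts, 379 for 1 surrogate variable, 1353 for DESeq2 without a filter and 426 without the 2 libraries, and 463 to 1169 with a mouse left out. Of these 820 genes 71.1% were lower, against 33.1% with total counts, where the median log2 fold change of all genes was 0.26 in place of -0.01.

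Cyb5r3 was lower in every setting, with log2 fold changes from -1.48 to -1.03 and adjusted p from 1.4e-06 to 0.315. It was no longer past an adjusted p of 0.05 with limma-voom (-1.17), total counts (-1.03) and the replicate block (-1.18). With a mouse left out it ran from -1.31 to -1.08 (adjusted p from 0.0305 to 0.136).

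The number of subunits lower at p under 0.01 was 50. It was 16 with total counts, 23 with the replicate block, 6 with 1 surrogate variable, 30 without the 2 libraries and 21 to 57 with a mouse left out. At an adjusted p under 0.05 it was 0, while 71 were lower at an unadjusted p under 0.05. Of the 84 tested subunits, 75 were lower with total counts and at least 80 in every other setting run. The 13 mitochondrially encoded subunits, all lower in edgeR, were lower in 11 with total counts, in 5 with 1 surrogate variable and in 6 without the 2 libraries. Of the genes of Fig. 6H 12 were lower in edgeR, 7 with total counts, 13 with 1 surrogate variable and 11 without the 2 libraries.

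Of the 6 pathway sets 2 were called. The number was 1 with limma-voom, 1 with no filter, 1 without the 2 libraries, 1 with camera, 1 with lower genes only, 0 with 1 surrogate variable and 0 with genes at an adjusted p under 0.05 as the list, and 1 to 2 with a mouse left out. With camera the set that was lost was muscle contraction (camera adjusted p = 0.477). In both settings with 0 sets, 0 had an unadjusted p under 0.05, the lowest Fisher exact p being 0.0649 and 0.161. The share of lower genes in the sets was 85.9%, 69.8% with total counts, and 78.8 to 89.2% with a mouse left out.

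Of the Fig. 4B genes 1 had an adjusted p under 0.05, against 20 with DESeq2, 20 with DESeq2 without a filter, and 0 each with limma-voom, total counts, the replicate block, 1 surrogate variable and without the 2 libraries, and 0 to 3 with a mouse left out. Of the Fig. 4C genes 4 passed, against 47 with DESeq2, 49 with DESeq2 without a filter, 8 with no filter, 1 with total counts, 1 with 1 surrogate variable, 0 with limma-voom and 0 with the replicate block, and 0 to 9 with a mouse left out. Where 0 passed, between 14 and 20 of the Fig. 4B genes and 46 or 47 of the Fig. 4C genes still had an unadjusted p under 0.05. Of the 16 genes of Fig. 6H, 5 had an unadjusted p under 0.05, against 0 with total counts, 0 with 1 surrogate variable, 0 without the 2 libraries and 0 by an exact permutation test of total-count CPM, and 1 to 8 with a mouse left out.

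Directions reversed for Hmox1 and Mb, which have adjusted p of 0.787 and 0.834 in edgeR. Hmox1 had a log2 fold change of 0.21, -0.28 with 1 surrogate variable and -0.13 without the 2 libraries. Mb had -0.17, 0.18 with total counts, 0.22 with 1 surrogate variable, 0.087 without the 2 libraries and from -0.44 to 0.033 with a mouse left out. Ppargc1a and Esr1 came past an adjusted p of 0.05 with DESeq2 (0.0438 and 0.00897), where their ranges over all alternatives were 0.0438 to 0.676 and 0.00897 to 0.634. Among Kcne1 and the 10 called genes with the largest rise or fall, 9 lost an adjusted p under 0.05 with limma-voom, 9 with the replicate block, 8 with 1 surrogate variable, 9 without the 2 libraries and 4 with total counts.

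The depth of 43393183 counts or more per library leaves low genes such as Igfbp2, with a mean of 0.119 CPM in ac-WT hearts, resting on few counts, which limits the precision of their fold changes.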

Differences from the paper's values

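No test in this part was chosen only after the result was seen, except where a setting is said to be. The paper's text gives 25 as its number of lower mitochondrial complex subunits, and 50 were lower at p under 0.01 in edgeR. Of 20 alternatives set before the data were examined, 8 came within 1.5 times the paper's number: the replicate block (23), leaving out ac-WT mouse 3 (25), and leaving out ac-CYB5R3–KO mouse 1 (33), 2 (31), 3 (21), 4 (25), 5 (31) or 6 (34). The other 12 did not, from 0 with an adjusted p under 0.05 and 6 with 1 surrogate variable to 61 with DESeq2. Dropping the 2 libraries with the lowest TMM factors gave 30, and this setting was chosen after seeing the values. DESeq2 combined with an adjusted p under 0.05 called 29 subunits, or 26 without a filter, and this combination was looked at only after seeing the values. The paper's methods set an adjusted p of 0.05 as the threshold for differentially expressed genes. Its text does not say whether this threshold gave the 25 subunits.

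The paper's Fig. 4C names about 50 genes, read by eye, under an adjusted p of 0.02, and 0 of the 47 tested passed that threshold in edgeR while all 47 had an unadjusted p under 0.01. DESeq2 gave 44, and the other 18 alternatives set before the data were examined gave 0 to 5. DESeq2 without a filter gave 49, and this setting was chosen after seeing the values. The methods name Cuffdiff, which needs the alignments and was not run here.

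The paper calls Nqo1 significantly increased. Its log2 fold change was 0.37 with an unadjusted edgeR p of 0.0766. Of 22 other settings, 3 gave p under 0.05: the replicate block (0.0273), leaving out ac-WT mouse 4 (0.0403) and leaving out ac-WT mouse 5 (0.0306). Coq7 and Coq10a passed 0.05 in edgeR (0.0321 and 0.0215), and the paper's text does not name them.

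The paper describes Alas2 as among the genes most changed by fold. Here it ranked 113 by the size of the log2 fold change. The highest rank was 9 with 1 surrogate variable. With total counts it ranked 31, and without the 2 libraries with the lowest TMM factors 12, a setting chosen after seeing the values. The lowest rank was 2522, with no filter, where 34949 genes were ranked. With a mouse left out the rank ran from 24 (without ac-WT mouse 2) to 377 (without ac-CYB5R3–KO mouse 3).

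The paper finds its genes enriched in pathways of ion transport and of nucleotide, carbohydrate and lipid metabolism. The Reactome stand-ins for these were not over-represented in edgeR or in any of 24 other settings, with adjusted Fisher exact p of 0.627 to 0.909 in edgeR. The paper states that many genes are shared by its pathways, and each of the 92 genes in the Reactome sets belonged to 1 set. The GO processes of the paper were not used here.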

Other observations

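The tests of Alas2, Esr1, the cartilage genes, the relation of TMM factors to mitochondrial genes, and the subunits without 2 libraries were chosen only after the result was seen, as were the tests of splits by the position of these libraries.

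The TMM factors of ac-WT mice 2 and 3 (0.570 and 0.723) are lower than those of the other 10 libraries. Across the 12 mice the factor fell with the percent of counts on mitochondrial genes (Pearson r = -0.956, permutation p = 1e-05, the smallest 100000 resamples can give; Spearman rho = -0.951, permutation p = 3e-05). It was -0.879 without the 2 mice farthest from the median, -0.963 within ac-WT and -0.880 within ac-CYB5R3–KO mice. In the family of 3 relations reported, the adjusted p of this r was 1.5e-05. A larger share of mitochondrial counts does not by itself account for the low factors, since TMM factors computed without mitochondrial genes were still 0.620 and 0.806 in these libraries, against 1.01 to 1.18 in the others. The 10 highest genes took 33.1 to 48.9% of the counts in ac-WT hearts and 32.2 to 37.3% in ac-CYB5R3–KO hearts. Whether this reflects the hearts or the libraries was not tested, and no biological explanation was tested.

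The 12 mice were also placed into other groups of 6. Of the 32 splits that part all 6 same-numbered pairs, the real one included, 1 gave as many genes at an adjusted p under 0.05, 1 at p under 0.01, 1 at an adjusted p under 0.02, and 1 as many lower subunits, which in each case is the real split itself. For the genes at p under 0.01 the median split gave 43 and the largest other split 607, against 820. As many called pathway sets came from 2 of 32 splits, and a share of lower pathway genes as large came from 12 of 32, or from 2 of the 7 splits with at least 10 such genes. This count therefore does not set these last results apart. The other split with as many called sets, and the other with as large a share among at least 10 genes, each exchange 1 pair and leave 10 of 12 mice in their real groups, so they carry much of the real difference and are a weak comparison. The remaining splits with as large a share had 1 or 2 such genes. For the genes of Figs. 4B, 4C and 6H, which the paper chose from these data, 1, 1 and 2 of 32 splits gave as many, which is not a test of them. With DESeq2, 1 of 32 splits gave as many genes at an adjusted p under 0.05 (437, with 342 in the largest other split), and 2 of 32 gave as many at an adjusted p under 0.02, another split, again with 1 pair exchanged, giving 177 against 173. Among 60 drawn splits that keep some pairs together, 1 gave as many genes at an adjusted p under 0.05 (123, against 18), 2 as many at p under 0.01 (up to 962, against 820), 2 as many at an adjusted p under 0.02, 3 as many called pathway sets, 24 as large a share of lower pathway genes and 0 as many lower subunits. The 15 other splits with ac-WT mice 2 and 3 in the same group had a median of 97 genes at p under 0.01 (up to 607), and the 16 with these mice in different groups a median of 25.5 (up to 127). The counts therefore also depend on where these libraries fall.

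Red blood cell RNA is a candidate explanation for the rise of Alas2, which is strongly expressed in developing red cells. It followed the mean of 9 other erythroid genes across the 12 mice (Pearson r = 0.988, Spearman rho = 0.986, permutation p = 1e-05 for both, the smallest 100000 resamples can give, adjusted p 1.5e-05 and 3e-05). It did so within ac-WT mice (r = 0.990), within ac-CYB5R3–KO mice (0.985) and without the 2 mice farthest from the median (0.987). With this mean as a covariate the log2 fold change went from 1.62 to 0.061. The erythroid mean itself was higher in ac-CYB5R3–KO hearts by 0.92 on the log2 scale, with a two-sided exact permutation p of 0.0584, so whether ac-CYB5R3–KO hearts held more such RNA cannot be told from these mice. Whether such RNA came from residual blood or from a change in the blood of ac-CYB5R3–KO mice cannot be told from whole-heart counts. Apart from higher white cell, lymphocyte and monocyte counts, the paper's blood counts found no significant change. A change of Alas2 in cardiomyocytes cannot be told apart from red blood cell RNA.

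Esr1 had the third largest fold change of the tested genes, and its counts may include reads of the Myh6-Cre transgene, which carries part of the estrogen receptor gene. Across the 12 mice Esr1 followed Myh6 (Pearson r = 0.853, permutation p = 0.00086; Spearman rho = 0.776, permutation p = 0.0043; adjusted over the 3 relations 0.00086 and 0.0043). Without the 2 mice farthest from the median r was 0.540, and it was 0.889 within ac-WT and 0.367 within ac-CYB5R3–KO mice, so the relation rests in part on those mice. The transgene sequence is not in the counts, and a shared share of cardiomyocyte RNA would give the same relation. The fall of Esr1 cannot be told apart from these explanations.

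The decrease of the mitochondrial complex subunits was set against technical explanations. Random lists (10000) were drawn from 12 coarse bins of transcript length, GC content and expression. Of these lists, 0 had a median log2 fold change as low as -0.61. The permutation p over lists was 0.0001, the smallest these draws can give, with -0.32 in the lowest list and -0.18 in the median list. The outer bins were open-ended, so genes far from the subunits in length or expression could be drawn. Random genes need not vary together across mice as subunits may, so this p is not a p over mice. An effect of length, GC content or expression is therefore not excluded. Without ac-WT mice 2 and 3 the median was -0.28, with 80 of 84 subunits lower and 30 at p under 0.01, so these libraries account for part of the decrease and not for all of it, whereas of the 13 mitochondrially encoded subunits, all lower in 12 mice, 6 stayed lower without them. With the erythroid mean as a covariate the median was -0.76, so dilution by red blood cell RNA does not account for it. With the mean of 10 cardiomyocyte genes as a covariate the median was -0.27, with 80 lower and 5 at p under 0.01. The cardiomyocyte mean was lower in ac-CYB5R3–KO hearts, with a difference of -0.33 on the log2 scale (two-sided exact permutation test, p = 0.106). A lower share of cardiomyocyte RNA may thus account for part of the decrease, and the remainder cannot be told apart from it with whole-heart RNA. An effect of CYB5R3 loss on subunit transcription remains a hypothesis.

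Of 11 marker gene lists, 1 differed between groups after adjustment, and 2 had p under 0.05 before it. The mean of the cartilage and airway list was higher in ac-CYB5R3–KO hearts by 1.27 on the log2 scale (two-sided exact permutation test, p = 0.00216, the smallest possible; adjusted p = 0.0238), in 6 of 6 ac-CYB5R3–KO hearts above the ac-WT mean. Since Col2a1, Col11a1 and Comp of Fig. 4C are in this list, the other 3 tested genes were taken alone. Their mean was higher by 0.62 (exact permutation test, p = 0.00649), again in 6 of 6 hearts, although Col9a3 alone was lower (-0.11) and was higher with total counts (0.21). Without a filter, Matn3 (1.29) and Col9a1 (1.79) of the list were also higher and Matn1 (-0.75) and Chad (-0.31) lower, each with p above 0.05, while the lung and airway genes Scgb1a1 and Sftpc had log2 fold changes of 0.46 and 0.89 (also p above 0.05), which do not show lung or airway lining. Levels differed widely within the list. In ac-CYB5R3–KO hearts Col2a1 had a mean of 0.602 CPM, near the floor, against 27.2 CPM for Col11a1 and 73.5 CPM for Comp. More cartilage taken with the ac-CYB5R3–KO hearts is a candidate explanation, but whether cartilage would give these levels was not tested. Cartilage-like expression in valves or fibrous tissue was not excluded. The skeletal muscle list was lower (difference -0.24, exact permutation p = 0.0411, adjusted p = 0.176), and the hypertrophy list was higher by 0.30 (exact permutation p = 0.0801, adjusted p = 0.176).

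The mice were of a mixed background and backcrossed 3 times, so a strain segment around the floxed allele could differ between the groups. Within 5 Mb of Cyb5r3, 9 of 136 tested genes (6.62%) had p under 0.01, against 710 of 15390 elsewhere (4.61%), a difference that did not pass a one-sided Fisher exact test (p = 0.180). This does not exclude a variant that changes single genes.

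Ide, chosen after its values were seen, was called lower (log2 fold change -0.64, edgeR adjusted p = 0.0476). A copy-number variant that covers Ide and the nearby gene Fgfbp3 is a hypothesis, since such a variant may differ between mouse lines. Fgfbp3 had a log2 fold change of -0.57 with an edgeR adjusted p of 0.203, from 1.35 to 2.19 CPM in ac-WT and from 0.896 to 1.40 CPM in ac-CYB5R3–KO hearts. Of the 3 tested genes between them, 1 was lower at p under 0.05 (Btaf1, -0.38), Cpeb3 had -0.55 and March5 0.00 (SE 0.10). The region thus does not change as a whole. March5 argues against 1 unbroken variant that covers both Ide and Fgfbp3, although Btaf1 and Cpeb3 moved with them. A variant in separate pieces cannot be told apart from separate changes. With total-count scaling Ide had -0.35, so scaling does not account for the direction.

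Among genes of proteins that the paper measured by other assays, the sGC genes Gucy1a3 and Gucy1b3 had log2 fold changes of 0.067 and 0.18 with edgeR adjusted p of 0.890 and 0.728. Hmox1 (0.21) and Mb (-0.17) had adjusted p of 0.787 and 0.834, and their directions reversed in other settings, Mb to 0.18 with total counts and Hmox1 to -0.28 with 1 surrogate variable. Cyb5b, whose protein the paper made in recombinant form, had 0.16 (edgeR adjusted p = 0.487).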
